# Recurrent DNA break clusters drive replication-stress-induced copy number variants and genome diversification

**DOI:** 10.1038/s41467-026-71790-5

**Published:** 2026-04-20

**Authors:** Lorenzo Corazzi, Alex Ing, Eva Benito, Marco Raffaele Cosenza, Patrick Hasenfeld, Thomas Weber, Anna J. M. Marx, Vivien S. Ionasz, Nathan Trausch, Sarah Benedetto, Giulia Di Muzio, Boyu Ding, Jana Berlanda, Marco Giaisi, Nina Claudino, Thomas Höfer, Jan O. Korbel, Pei-Chi Wei

**Keywords:** Genomic instability, Genomics, DNA damage and repair, DNA replication

## Abstract

Copy number variants (CNVs) are strongly implicated in neurological and psychiatric disorders and brain cancer, yet the process by which replication stress generates CNVs—and why some recur while others remain rare—remains poorly understood. Here, we show that recurrent DNA-break clusters (RDCs) act as common initiating lesions that drive both recurrent and non-recurrent CNVs. In murine neural progenitor cells subjected to chemically induced replication stress, bulk whole-genome sequencing identifies recurrent CNVs enriched at late-replicating RDCs within actively transcribed genes. Single-cell genome sequencing further uncovers frequent, non-recurrent CNVs associated with RDCs that arise during the transition from early to late DNA replication. These CNVs represent stable, heritable structural variants with breakpoints consistently enriched at RDCs. CRISPR/Cas9-mediated transcriptional suppression abolishes both RDC formation and CNV generation, establishing RDC-associated breaks as a shared upstream source. Mechanistically, CNV formation depends on DNA repair context: CNVs are Pol θ-dependent in NHEJ-deficient cells but arise independently of Pol θ in NHEJ-proficient cells. Together, these findings define RDCs as central drivers of replication-stress-induced genome diversification.

## Abstract (web summary)

Copy number variants linked to brain disorders and cancer are caused by replication stress. Here, the authors show that recurrent DNA-break clusters act as common initiating lesions that drive these variants, causing permanent structural genome diversification.

## Introduction

Copy number variants (CNVs) are a pervasive form of genetic structural variation involving deletions, insertions, or duplications of DNA segments^1^. Somatic CNVs can vary widely in size, from kilobases to entire chromosomal arms. CNVs represent a major source of genetic diversity, impacting both normal phenotypic diversity and the pathogenesis of various genetic disorders, including cancer^2–5^. Hence, unraveling the mechanisms behind CNV formation is crucial to obtain a full understanding of genetic variation and to improve diagnostic and therapeutic strategies for CNV-associated disorders. Multiple lines of evidence show that CNVs are dependent on DNA double-strand breaks (DSBs)^6,7^. In the context of pathology, replication stress plays a significant role in cancer, and certain neuropsychiatric disorders^8,9^. DNA replication stress often leads to stalled replication forks, which can subsequently collapse into DSBs. Although these DSBs have been proposed as a source of CNVs^7^, with distinct forms of replication stress producing divergent CNV patterns^10^, the factors that distinguish DSBs leading to non-recurrent versus recurrent CNVs remain unclear. Further investigation into the precise interplay between DNA replication stress and DSB formation is therefore essential to fully understand the fundamental origins of CNVs, and the disorders they are responsible for.

A major debate is why CNV hotspots cluster at long, actively transcribed, late-replicating genes. DNA polymerase inhibition–induced replication stress preferentially generates CNVs at transcriptionally active loci, implicating transcription–replication collisions in CNV formation^11^. Transcriptional activity at specific genomic loci has even been shown to delay replication timing in vertebrate cell lines, including human cells^12^. These affected loci are typically late-replicating regions, leading to the hypothesis that delayed DNA replication may underlie CNV susceptibility^11,13^. However, it has also been shown that genome-wide transient inhibition of transcription activity does not alter replication timing in CNV-prone genomic regions^14^, suggesting that while late replication timing and CNV formation often coincide, they are not necessarily causally linked. The precise contribution of transcriptional activity, replication timing, and their interplay in the formation of CNVs remains to be elucidated.

In mammalian cells, a substantial number of long genes are hotspots for recurrent DNA-break clusters (RDCs)^15–17^. The majority of these long genes encode proteins involved in neural adhesion and synaptic plasticity, suggesting that RDCs may play a role in regulating neurogenesis^18^. RDCs exhibit hallmarks of transcription–replication conflicts, as they consistently occur within actively transcribed genes. These breaks arise where transcription and replication collide: DSBs accumulate in regions where the two machines move in opposite directions. The DSB orientation tracks the direction of replication forks, implying formation at stressed forks. When forks converge (inward-moving forks), the breaks align head‑to‑head, a 3‑D configuration typically resolved by homologous recombination or end‑joining^19^. We hypothesize that this configuration promotes deletions and copy number loss in the RDC-containing genes. Consistent with this idea, around one-third of RDC-containing genomic loci were hotspots for CNVs identified in neurons^15,18^. We hypothesize that densely distributed breaks within RDCs generate multiple breakpoint combinations, producing recurrent, intra-RDC CNVs and rare, non-recurrent CNVs between RDCs genome-wide.

In this work, we characterised RDCs as a major driver of CNV formation and genome diversification under conditions of replication stress. By combining deep whole-genome sequencing, single-cell genomics, DNA-break mapping, and CRISPR/Cas9-mediated transcriptional manipulation, we found that both recurrent and rare CNVs have their origins in RDC regions. We also identified a context-dependent role for DNA polymerase theta (Pol θ) in shaping CNV formation, linking DNA repair pathway choice to somatic genome diversification.

## Results

### A subset of RDC genes are recurrent CNV hotspots

Our initial goal was to determine whether replication stress causes DNA copy-number changes at recurrent DNA-break clusters (RDCs). We treated mouse embryonic stem (ES) cell-derived neural progenitor cells with aphidicolin (Aph), a DNA polymerase inhibitor commonly used for inducing CNVs^11^ and RDCs^18^, with dimethyl sulfoxide (DMSO) used as a control^18^. In order to determine the effect this condition has on DSB and CNV formation (Fig. 1A), we carried out whole genome sequencing (WGS). In the following experiments, unless otherwise indicated, the neural progenitor cells were deficient in Xrcc4 and p53, a genotype combination that enhances DSB recovery, as described in our previous investigations^16,20^. We performed WGS at an average 180-fold coverage of neural progenitor cell genomes to capture heterogeneous CNV patterns. The genomes of neural progenitor cells were predominantly diploid, with the exception of a chromosome 8 gain that was independent of aphidicolin treatment (Supplementary Fig. 1). Comparative read-depth analysis revealed a consistent, genome-wide under-representation of RDC loci in Aph-treated cells. When the log₂(Aph/DMSO) average ratios for all 152 RDCs were rank-ordered, five loci fell at least three standard deviations below a size-matched random distribution (Fig. 1B, C). In contrast, there were no increases of even two standard deviations, indicating that aphidicolin leads to losses rather than amplifications at these sites, in line with previous findings^11^. Under a null model in which CNV formation is independent of RDC location, the probability that all six recurrent CNVs would lie within RDCs by chance is *p* = 5.33 × 10^−15^ (hypergeometric test; population ≈35,771 genes; successes = 152). Thus, while recurrent CNV hotspots are rare at a genome-wide scale, they are strongly enriched at RDC-containing, ultra-long, late-replicating neuronal genes, reinforcing the conclusion that transcription-dependent RDCs provide a proximate source of CNV formation under aphidicolin-induced replication stress. Closer inspection of the most strongly affected genes showed concordance between replicates (Fig. 1C). When genes were paired between replicates, correlation in loss of read-depth coverage was very high (Pearson’s *r* = 0.93, *p* = 1 × 10^−6^ permutation tested). The top tier of depleted loci is dominated by very large, neuronally expressed genes such as *Grid2*, *Ctnna2*, *Magi2*, *Ilrapl1* and *Sox5*, which are classical hotspots for replication-associated fragility^11,18^.

**Fig. 1:**
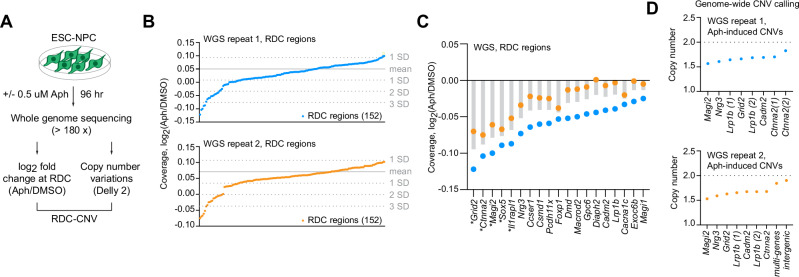
Low-dose aphidicolin elicits shallow copy-number erosion at recurrent DNA-break clusters (RDCs) and discrete heterozygous deletions in ES cell-derived neural progenitors (NPCs). **A** Experimental design. Mouse ESC-derived NPCs were treated with 0.5 µM aphidicolin (Aph) for 96 h, or with solvent control (DMSO) for the same period. Genomic DNA from two independent biological replicates was subjected to >180 × whole-genome sequencing (WGS). Read depth was analysed (i) for log₂(APH/DMSO) fold-change across 152 previously defined RDC intervals and (ii) for structural copy-number variants (CNVs) using Delly2; together these outputs are referred to as the RDC-CNV dataset. **B** Rank-ordered log₂(Aph/DMSO) coverage for every RDC in WGS replicate 1 (upper) and replicate 2 (lower). Colored dots, individual RDCs; grey solid line, mean of 1520 size-matched random regions excluding RDC regions; grey dotted lines, ±1–3 s.d. of the random set. **C** Per-gene view of the 19 RDCs showing the largest coverage losses (left to right; gene symbols on x-axis) in both replicates. Genes that deviate by more than 3 SD in Fig. 1 are indicated with a star. Grey bars show the average of replicate 1 (light blue dots) and replicate 2 (orange dots) values. **D** Copy number for CNVs detected in replicate 1 (top) and replicate 2 (bottom) by Delly 2. Each dot represents a discrete CNV; gene names denote overlap with an RDC from (**C**). The dashed line marks the diploid baseline (2 copies); all events correspond to single-copy losses (median ≈ 1.6 copies). Source data are provided as a Source Data file.

Structural-variant calling corroborated these findings. Across both datasets, we identified nine discrete CNVs using the Delly2^21^ variant calling tool (Fig. 1D and Supplementary Data 1). All CNVs exhibited relative copy numbers of 1.5 - 1.8, consistent with subclonal deletions. Each of these six deletions mapped individually to a distinct RDC-containing gene, showing significant DNA sequence loss (*Magi2*, *Nrg3*, *Lrp1b*, *Grid2*, *Cadm2*, and *Ctnna2*). Two CNVs mapped in replicate 2 (one multigenic and one intergenic) were not reproducible and were therefore excluded from the following analysis. Together, these data show that low-dose aphidicolin produces two hierarchies of instability at RDC genes: (i) a pervasive, shallow depletion of sequencing coverage across roughly one-fifth of all RDCs, suggestive of incomplete genome duplication or sub-clonal loss, and (ii) rarer, focal deletions confined to a subset of the most vulnerable loci. The concordance between biological replicates underscores the reproducibility of these events.

### Heterogeneous DNA sequence loss within RDC-CNV hotspots

Neural progenitor cells exposed to aphidicolin revealed discrete copy-number losses in six RDC-containing loci, situated within late Constant-Timing Regions (CTRs), where multiple replication units simultaneously complete DNA replication within a single region (Fig. 2A). We noted that Delly2 has a cutoff that could not recover all genomic areas showing copy number loss. In some cases, the maximum loss in read depth reaches almost the entire allele (*Ilrapl1*, *Ccser1*; Supplementary Fig. 2A). At each locus, the log₂(Aph/DMSO) read-depth ratio dipped by ≈0.3–0.5, consistent with heterozygous deletions spanning 0.3–2 Mb. To precisely map DSBs in genes with CNVs, we re-plotted the RDC DSBs determined by capture-ligation based assay, linear amplification-mediated, high-throughput genome-wide translocation sequencing, LAM-HTGTS^16,22^. This assay mapped unidirectional clusters of single-ended DSBs precisely within these deleted intervals^16^, indicating that aphidicolin-induced fork stalling converts recurrent breakage into segmental loss. Despite the structural change, high-resolution Repli-seq profiles showed only a minor shift in replication timing: the affected regions remained uniformly late-replicating under both solvent and stress conditions. In contrast, we did not detect CNVs at RDC regions located within replication timing transition regions (TTRs; Supplementary Fig. 2B) or biphasically replicating domains (Supplementary Fig. 2C), the latter of which have been associated with common fragile site formation^23^.

**Fig. 2:**
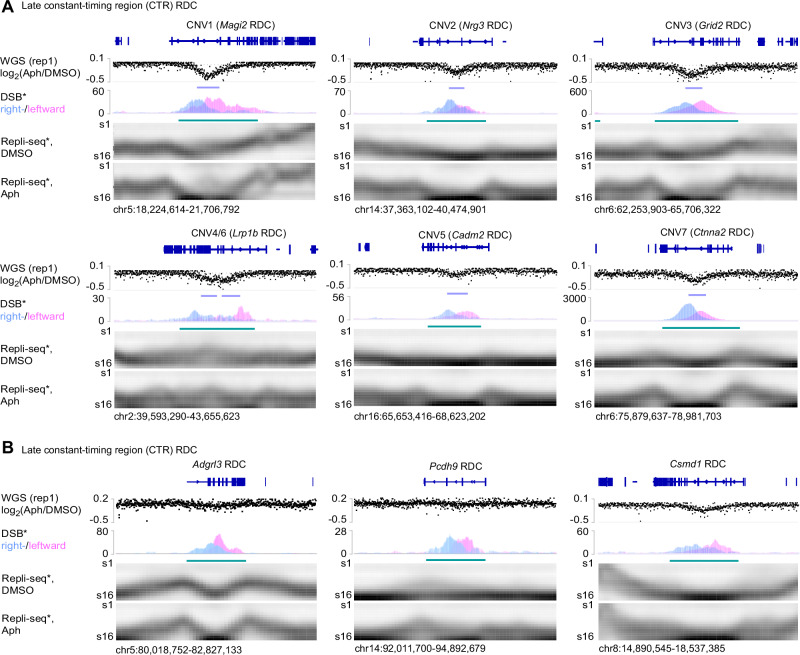
Aphidicolin-induced heterozygous deletions arise at a subset of late-replicating constant-timing recurrent DNA-break clusters. **A** Six copy-number variants (CNV1–CNV7) identified in neural progenitor cells after 96 h of aphidicolin (Aph) treatment. For each locus (gene names indicated above), the upper track shows the whole-genome-sequencing log₂(Aph/DMSO) coverage ratio (WGS, replicate 1); downward deflections mark heterozygous losses (turquoise bars). The middle track plots strand-specific LAM-HTGTS signal for single-ended double-strand breaks (DSB), coloured by right- (blue) and left-ward (pink) polarity; shaded distributions locate clustered breaks that coincide with CNV boundaries. The lower two heat maps present Repli-Seq replication-timing profiles for solvent control (DMSO) and Aph-treated cells (S-phase fractions S1–S16), illustrating that each CNV lies within a late constant-timing region (CTR), where replication timing remains unchanged upon Aph treatment. Data was extracted from a previous study^16^ and re-plotted. Genomic coordinates are given beneath each panel. **B** Three additional late CTR RDC hotspots (*Adgrl3, Pcdh9, Csmd1*) accumulate Aph-induced DSB clusters below Delly2 significance cutoff. *Adgrl3* and *Pcdh9* did not show significant DNA copy number loss, while *Csmd1* showed significant DNA sequence losses (Fig. 1C). Tracks are as in (A).

Not all RDC loci in the late CTRs followed this trajectory. Three other late CTR loci (*Adgrl3*, *Pcdh9*, and *Csmd1*) accumulated equally robust break clusters after aphidicolin yet did not suffer significant copy number loss (Fig. 2B). To test if this difference was caused by under-replication, we calculated under-replication indexes (URI)^14^ for RDCs located in the late CTR. Comparing Aph-treated to solvent-treated (DMSO) cells, we found that not all CNVs correlated with under-replication, defined by low URI scores (Supplementary Fig. 2D). In addition, we also observed cases where low URI at the *Csmd1* and *Nkain2* loci did not account for CNV formation, and vice versa (Supplementary Fig. 2D), suggesting that these differences were not solely due to incomplete DNA replication.

These observations indicate that replication-stress-induced breaks at fragile sites are not entirely replication timing-dependent, and can be resolved through locus-specific pathways.

### Large single-cell structural variants co-localize with RDCs

Bulk analyses revealed heterogeneous copy number losses at RDC-linked loci, suggesting that recurrent DNA-break clusters act as initiating lesions that diversify, rather than merely mark, genome instability. We therefore hypothesized that replication-associated breaks at RDCs are resolved into allelic deletion-type structural variants that segregate into daughter cells. We used Strand-seq, a single-cell method that preserves template-strand inheritance, to directly detect these deletion-associated variants^24–26^.

We generated 79 high-quality single-cell libraries from untreated cells and 88 from aphidicolin-treated cells. Aphidicolin-treated cells exhibited a similar sister chromatid exchange (SCE) frequency (Aph vs. DMSO = 9.5 vs. 8.1 SCE per cell), indicating replication stress in the prior cell cycle did not affect global SCE levels. Next, we investigated whether the six CNV hotspots identified by bulk sequencing were preserved in daughter cells (Fig. 3B and Supplementary Fig. 3A). Aphidicolin-treated cells exhibited significant deletions at three of six CNV hotspots (Fig. 3B, C). Multiple independent cells exhibited distinct, single-allelic loss events at these loci, most prominently at *Lrp1b*. These deletions were significantly enriched compared to background (permutation test based on the Welch two-sample *t*-statistic, *p* = 1 × 10^−4^), confirming their recurrent nature. In contrast, no focal deletions at *Ctnna2* were detected, despite this locus being the most prominent CNV in bulk analyses, suggesting either limited sampling or negative selection against structural disruption of the locus.

**Fig. 3:**
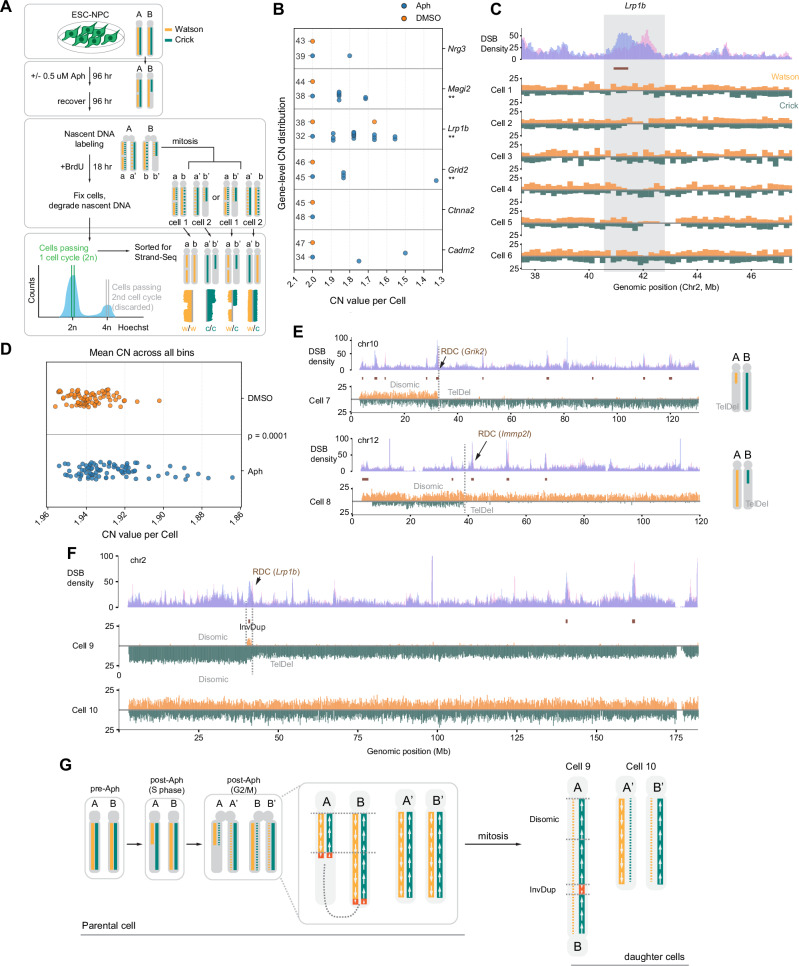
Replication Stress Induces Complex Structural Variants and Asymmetric Segregation at Recurrent Deletion Clusters. **A** Experimental workflow for single-cell Strand-seq. Neural progenitor cells (NPCs) were treated with aphidicolin (Aph) for 96 h, allowed to recover, and labeled with BrdU for one DNA replication cycle prior to Strand-seq procedures to distinguish parental Watson and Crick template strands. **B** Dot plot showing gene-level copy number (CN) values for six RDC-associated genes in individual cells treated with Aph (blue) or solvent control (DMSO, orange). Aph-treated daughter cells frequently show CN losses at RDC loci, including *Lrp1b* (*14 cells*)*, Grid2* (4 cells), *Magi2* (7 cells), *Cadm2* (2 cells), and *Nrg3* (1 cell). Statistical significance was assessed using a permutation test (10,000 permutations; one-sided, APH < DMSO) based on the Welch two-sample *t*-statistic, with cell labels shuffled between conditions. ** *P* < 0.05 (*Grid2* *P* = 0.017, *Lrp1b* *P* = 0.0014, *Magi2*, *P* = 0.0076). Source data are provided as a Source Data file. **C** Representative Strand-seq coverage tracks at the *Lrp1b* locus (chr2) in Aph-treated cells. Top track shows bulk DSB density. Shaded region indicates the *Lrp1b* gene body, displaying focal, haplotype-specific deletions (drops in read coverage on either Watson or Crick strands) that align with DSB clusters (a brown bar within the area). **D** Scatter plot of mean genome-wide CN in different conditions. CN Aph-treated (blue) or control (DMSO, orange) individual cells are shown. *P* values were computed using a label-permutation test (10,000 permutations; one-sided, APH < DMSO, as described for (**B**), *P* = 0.0001. Source data are provided as a Source Data file. **E** Strand-seq examples of large-scale chromosomal terminal deletions (TelDel) whose breakpoints directly coincide with RDC sites (marked by DSB density peaks and brown horizontal bars aligned below the peaks). Examples shown for *Grik2* (chr10) and *Immp2l* (chr12). Cartoons on the right depict the resulting chromosomal structures. **F** Strand-seq analysis of two sister cells originating from the same parental cell (Cell 9 and Cell 10). Cell 9 displays a complex fold-back inversion-duplication (InvDup) and terminal deletion on chromosome 2, initiated at the *Lrp1b* RDC, while its sister cell is disomic at this locus. **G** Proposed model illustrating how replication-associated breaks at RDCs in parental cells can be resolved into asymmetric, complex structural variants, such as the InvDup/TelDel seen in (**F**) that segregate differentially into daughter cells following mitosis. Source data are provided as a Source Data file.

To assess whether RDC-associated breaks coincide with non-recurrent copy number alterations in single cells, we performed an unbiased CNV analysis on cells with high-quality Watson/Crick strand signals. Cells previously exposed to aphidicolin frequently exhibited substantial DNA loss across the genome (Fig. 3D, E and Supplementary Fig. 3B), consistent with large, multi-megabase deletions. We therefore focused on cells with pronounced copy-number loss and mapped their large-scale genomic alterations. In 29 cells with reduced genome-wide copy number (mean < 1.92), 302 breakpoints were identified (Supplementary Data 2). A significant fraction of these were mapped to RDC regions (118/302, permutation test, *p* = 1 × 10^−4^). Notably, nearly half of these RDC-associated breakpoints overlapped with replication timing transition regions (TTRs) (51/118; permutation test *p* = 6 × 10^−^^4^), indicating that TTR-associated RDCs contribute to severe copy-number variants.

We also captured two cells that likely came from the same parental cell (Cell 9 and 10), as we observed reciprocal sister chromatid exchange events on chromosome 12 (Supplementary Fig. 3C). In one of the suspected daughters (Cell 9), we found only a short Watson peak on chromosome 2 while the Crick strand displayed significant copy number loss downstream of the Watson peak (Fig. 3F). This feature, as previously seen in hematopoietic stem cells and epithelial cell lines^27^, represented a fold-back chromosome undergoing a break-fusion-bridge cycle. This event was not present on the other daughter cell (Cell 10), suggesting that parental cell exposure to replication stress can lead to the diversification of daughter cell genomes (Fig. 3G).

Taken together, these analyses demonstrate that RDC-associated breaks are not restricted to producing focal intragenic deletions, but can also precipitate complex and larger structural variants that extend across megabase-scale chromosomal regions. Rather than being fully repaired or averaged out in a population, lesions initiated at recurrent break clusters are converted into a spectrum of structural outcomes, from small intragenic deletions to arm-scale losses, which segregate into daughter cells. Thus, replication stress at RDCs acts as a driver of genome diversification, generating both locus-specific and large-scale structural variants that permanently remodel the genomes of neural progenitor cells.

### RDC-dependent CNVs occur without replication timing shifts

To test whether transcription of large neuronal genes is required for the formation of RDCs, we used CRISPR–Cas9 to delete the proximal promoter/enhancer of *Ctnna2* and *Nrg3* genes (Fig. 4A). Two independent neural progenitor cell clones derived from ES cell lines (pe-del1 - 4; Fig. 4B) were used for each gene locus, and the unique deletions were validated by Sanger sequencing (Supplementary Fig. 4). By mapping nascent RNA with the global run-on sequencing (GRO-seq) assay^28^, we found that the nascent transcripts naturally encoded at the minus strand in the parental cells disappeared in the promoter/enhancer-deleted ES cell-derived neural progenitor cells (Fig. 4B, green panels). Mapping DSBs in the same cell in parallel experiments showed that RDC clusters vanished from the *Ctnna2* and *Nrg3* loci in promoter/enhancer-deleted ES cell-derived neural progenitor cells (Fig. 4B, DSB panels). This data strongly indicates that RDCs at *Ctnna2* and *Nrg3* are transcription-dependent.

**Fig. 4:**
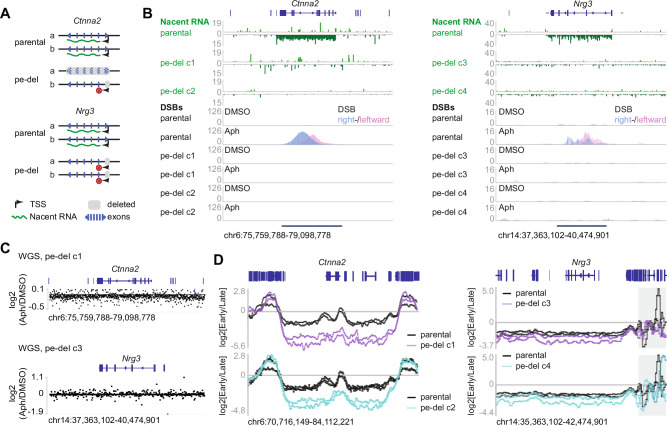
Promoter/enhancer deletions extinguish transcription-dependent RDCs at the CNV-containing genes Ctnna2 and Nrg3 without elevating their replication timing. **A** Strategy for CRISPR/Cas9 deletion of the major promoter/enhancer (pe-del) that drives the long neuronal isoform a of the giant genes *Ctnna2* (left) and *Nrg3* (right). Grey boxes mark the region removed in two independent clones (c1, c2); red X markers indicate transcription inactivation. Isoform-specific transcription start sites (TSS) and exons are depicted below. **B** Loss of nascent transcription eliminates RDCs. Data (green) shows gene-body-spanning transcription of *Ctnna2* (left) and *Nrg3* (right) in parental cells, which is almost completely abolished in both pe-del clones. LAM-HTGTS tracks (blue/pink, right/left-ward single-ended DSBs) reveal a sharp, aphidicolin-induced DSB peak in parental cells that disappears in clones with deleted promoters. Scale bars: DSB per thousand. **C** WGS log₂(Aph/DMSO) coverage ratio around the *Ctnna2* locus in the *Ctnna2* promoter/enhancer-deleted cells (pe-del c1, upper), and around the *Nrg3* locus in the *Nrg3* promoter/enhancer-deleted neural progenitor cells (pe-del c3). **D** Replication-timing (Repli-seq) profiles across the two loci. Log₂(Early/Late) ratios are plotted for parental cells (black) and the two pe-del clones in untreated conditions. The grey box at the *Nrg3* adjacent region denotes a repetitive sequence-rich area.

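The DSB panels of the promoter/enhancer experiment come from LAM-HTGTS, in which a bait DSB is made by Cas9 and a primer beside it reads across the junction into the prey, the genomic end to which the bait end was joined. Only libraries labelled as parental Xrcc4/p53-deficient neural progenitor cells were analysed here, and the promoter/enhancer-deleted clones were not analysed here. With the bait on chromosome 14 there were 4 DMSO libraries of 1140 to 9758 junctions and 3 aphidicolin libraries of 7568 to 10266 junctions. With the bait on chromosome 6 there were 7 DMSO libraries of 12016 to 32188 junctions. The aphidicolin libraries of that bait in this experiment, and with them the *Ctnna2* panel, were not analysed here. The guide GGCTTAGTTATAGTAGGGGC lies on the plus strand of chromosome 14 of GRCm38/mm10 from 83268830 to 83268849 and is followed by the PAM TGG. Its nearest protein-coding gene, *Pcdh17*, is 1174717 bp away. The authors aligned the demultiplexed reads with Bowtie2, filtered them and listed each junction with its coordinates, without normalization. All chromosome 14 libraries except aphidicolin replicate 3 share 1 sequencing run.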

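At *Nrg3*, junctions were counted in the interval of chromosome 14 drawn in Fig. 4B and divided by the library's junctions more than 1 Mb from the bait DSB and by the interval's length in Mb. The parental cells gave 0.908 ± 0.874 junctions per 1000 per Mb in DMSO (SD, n = 4 libraries) and 6.87 ± 1.97 in aphidicolin (n = 3), a difference of 5.96 (two-sided exact permutation test, p = 0.0571, the smallest p that 3 libraries against 4 allow). Counted over a window of 1 Mb instead, the setting that moved the difference most, it was 17.2. Within the sequencing run that holds both treatments it was 7.10 (exact permutation p = 0.133, the smallest possible with the libraries of that run).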

To test whether DNA sequence losses at CNVs were RDC dependent, we performed high-coverage (average 180×) whole-genome sequencing on neural progenitor cells with promoter/enhancer deletions, both before and after mild aphidicolin treatment (Fig. 4C). We observed consistent CNV losses at *Magi2, Ccser1, Grid2, Sox5, Gpc6*, *Prkg1*, and *Lrp1b* in the deleted clones (Supplementary Data 1). Significantly, the log₂(Aph/DMSO) ratio indicated that copy number losses at the *Ctnna2* (pe-del c1) or the *Nrg3* (pe-del c3) loci were no longer present in these clones (Supplementary Data 1). These data show that Aph-induced CNVs at the *Ctnna2* and *Nrg3* genes are dependent on their transcription, further suggesting that these CNVs result from RDCs.

As shown in previous studies^12^, transcription activity can delay replication, resulting in under-replicated genomes that coincide with CNV hotspots. In order to evaluate changes in DNA replication timing, we performed two-fraction replication sequencing (Repli-Seq) on the parental neural progenitor cells, as well as on the promoter/enhancer-deleted cell lines (Fig. 4D). At the *Nrg3* locus, transcription ablation did not further alter the replication timing. At the *Ctnna2* locus, the replication of the locus and the adjacent area was even delayed. These data indicated that the loss of CNV from these cells was not the result of advanced replication timing.

Together, our data suggested that RDCs at the *Ctnna2* and *Nrg3* loci are transcription-dependent, and DNA sequence loss in CNV hotspots within the two tested gene loci is RDC-dependent.

### Pol θ promotes CNV in Xrcc4/p53-deficient neural progenitors

Next, we sought to determine whether polymerase theta (Pol θ) activity regulates CNV formation in an NHEJ-deficient context. To this end, we treated Xrcc4/p53-deficient neural progenitor cells with aphidicolin alone, or with aphidicolin plus ART558^29,30^, a small-molecule inhibitor of Pol θ DNA synthesis activity. Combined treatment with aphidicolin and ART558 abolished focal, recurrent CNV formation at six aphidicolin-dependent CNV loci (Fig. 5), suggesting aphidicolin-mediated CNVs were Pol θ-dependent in Xrcc4/p53-deficient cells. Unbiased, genome-wide copy-number profiling showed that a subclonal chromosome 8 gain detected in untreated cells was lost, leading to reduced log₂ coverage ratios (Supplementary Data 1 and Supplementary Fig. 5A). We also detected a reproducible subclonal loss of chromosome 6, consistent with selection in culture. Further, we identified 46 additional reproducible CNVs (Supplementary Data 1). These CNVs were absent in cells treated with aphidicolin alone but were consistently detected in cells treated with ART558, indicating that they arise specifically upon Pol θ inhibition. In addition, about half (20/46) of the Aph/ART558-induced CNVs were not in genes, suggesting they arise from an RDC-independent mechanism.

**Fig. 5:**
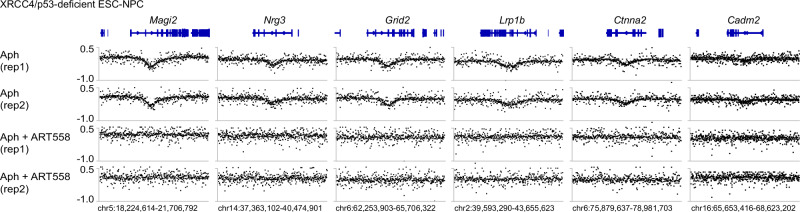
Recurrent CNVs in Xrcc4/p53-deficient neural progenitor cells are Pol θ-dependent. Whole-genome sequencing coverage ratios at six recurrent CNV loci identified in neural progenitor cells following 96 h of the indicated treatments. For each locus, binned sequencing coverage under each condition was normalized to the untreated control (DMSO) and plotted as log₂ ratios (y-axis). Independent experimental replicates are shown. Genomic coordinates and gene annotations are indicated for each track. Note that the Aph tracks were replotted from data presented in Fig. 2.

Because Pol θ is known to fill nascent DNA gaps at stalled replication forks, particularly on the lagging strand^31,32^, we hypothesized that these copy-number alterations reflect differences in DNA content resulting from replication stalling. To test this, we examined replication timing at recurrent CNV loci in cells treated with both aphidicolin and ART558. We observed a significant correlation in which CNV gains were associated with early-replicating regions (Kendall’s rank correlation, tau = 0.31, *p* = 0.002), whereas CNV losses were enriched in late-replicating regions, indicating that copy-number changes mirror replication timing (Supplementary Fig. 5B). This relationship was enhanced in cells treated with ART558 alone (Kendall’s rank correlation, tau = 0.51, *p* < 2.2 × 10^−16^; Supplementary Fig. 5C), supporting the notion that ART558-induced CNVs resulted from replication stalling.

### Pol θ promotes RDC-mediated translocation in Xrcc4/p53-deficient cells

It has been suggested that, in the non-homologous end-joining (NHEJ) deficient cells, DNA repair and chromosomal translocations are mediated by Pol θ^31–34^.To test whether Pol θ ligates replication stress-mediated DSBs at RDCs, we employed Linear amplification-mediated, high-throughput genome-wide translocation sequencing (LAM-HTGTS)^16,22^ to map DSB junctions across the genome (Fig. 6A). Briefly, we introduced a CRISPR-Cas9 bait DSB on chromosome 6, 8, or 12 in Xrcc4/p53-deficient neural progenitor cells to capture spatially proximal prey DSBs occurring within the same cell. These cells were then left untreated or exposed to ART558, aphidicolin, or both, before being collected for LAM-HTGTS (Fig. 6B). It should be noted that LAM-HTGTS measures the frequency of recoverable (i.e., processed and joinable) ends rather than absolute breakage. As a result, perturbations that alter end processing, for instance, resection/gap-filling and microhomology usage, will change the number of DSBs captured but not necessarily the DNA lesion created.

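Libraries of Xrcc4/p53-deficient neural progenitor cells were prepared from 7 DMSO, 9 ART558, 6 aphidicolin and 9 aphidicolin plus ART558 samples. Aphidicolin was given at 0.5 µM and ART558 at 5 µM for 72 h, followed by 0.25 µM and 2.5 µM for 24 h. The files list every junction that passed the authors' filters, as coordinates on GRCm38/mm10 without normalization. A library held 10958 to 37027 junctions in DMSO (median 17288), 133 to 10880 in ART558 (median 5075), 7347 to 15275 in aphidicolin (median 11177) and 949 to 12864 in aphidicolin plus ART558 (median 7069). Of these, 711 to 6090 in DMSO (median 3251), 28 to 5058 in ART558 (median 3078), 1347 to 6146 in aphidicolin (median 3222) and 339 to 7446 in aphidicolin plus ART558 (median 4397) lay on chromosomes other than that of the bait.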

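The guide of the chromosome 6 bait, GAGGGTTGGAAATGCTCGTA, lies on the minus strand from 70950106 to 70950125, with the PAM TGG and a full bait length of 98 bp. It is 6423 bp from *Foxi3*. On chromosome 8, the guide GTCGACCATATGCTAATCTT lies on the minus strand from 59477701 to 59477720, with the PAM AGG and a full bait length of 129 bp. Its nearest protein-coding gene, *BC030500*, is 563405 bp away. The chromosome 12 guide ATTCCGCCAACCCTCGAGAT lies on the plus strand from 12994038 to 12994057, with the PAM AGG and a full bait length of 132 bp. It falls in an exon of the long non-coding RNA *Gm35208*, 52140 bp from *Mycn*.

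To choose libraries, their micro-homology frequencies were matched to the replicate columns of Supplementary Data 3 within 0.05 percentage points, which placed 44 of 49 columns. Of these, 38 matched under the selection used here (junctions more than 1 Mb from the bait DSB, 0 to 10 bp), and 6 only under another: 4 with all junctions (the second aphidicolin plus ART558 column of chromosome 6, the third aphidicolin column of chromosome 8, and the first and the third wild-type aphidicolin plus ART558 columns of chromosome 14), 1 with junctions within 1 Mb (the fourth wild-type aphidicolin plus ART558 column of chromosome 14) and 1 with insertions included (the first DMSO column of chromosome 12). The ART558 library with 133 junctions and the aphidicolin plus ART558 library with 949 junctions, both with the chromosome 8 bait, matched no column and were left out, and 1 DMSO library with the chromosome 6 bait from the promoter/enhancer experiment matched and was added. The comparisons used 8 DMSO libraries (3 with the chromosome 6 bait, 3 with chromosome 8, 2 with chromosome 12), 8 ART558 libraries (3, 2 and 3), 6 aphidicolin libraries (1, 3 and 2) and 8 aphidicolin plus ART558 libraries (3, 2 and 3). For Fig. 6C, the paper's own number of aphidicolin experiments is 9.

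DSB density (JPTM, junctions per 1000 per Mb) was the number of junctions in a window of 1 Mb centred on the position listed for the RDC, per 1000 junctions on chromosomes other than that of the bait. RDCs on the bait chromosome were left out. Micro-homology was the number of bases that align to both bait and prey, as a percentage of the junctions with 0 to 10 bp that lie more than 1 Mb from the bait DSB. Bait length ran from the start of the nested primer to the end of the bait part of the read. Tests were two-sided exact permutation tests with the library as the unit. For Xrcc4/p53-deficient cells the paper's reporting summary calls the LAM-HTGTS repeats technical, whereas the legend of Fig. 6 calls them biological. If they are technical, these p-values cover the spread between libraries and not that between independent cultures. Differences in micro-homology and bait length were averaged over baits, with labels permuted within each bait.

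These libraries came from 5 sequencing runs. Aphidicolin and aphidicolin plus ART558 share a run with the chromosome 6 bait. With the chromosome 8 and chromosome 12 baits they do not, so run and treatment cannot be told apart for those baits. ART558 shares a run with DMSO for the chromosome 12 bait and, apart from the added DMSO library, for the chromosome 6 bait.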

**Fig. 6:**
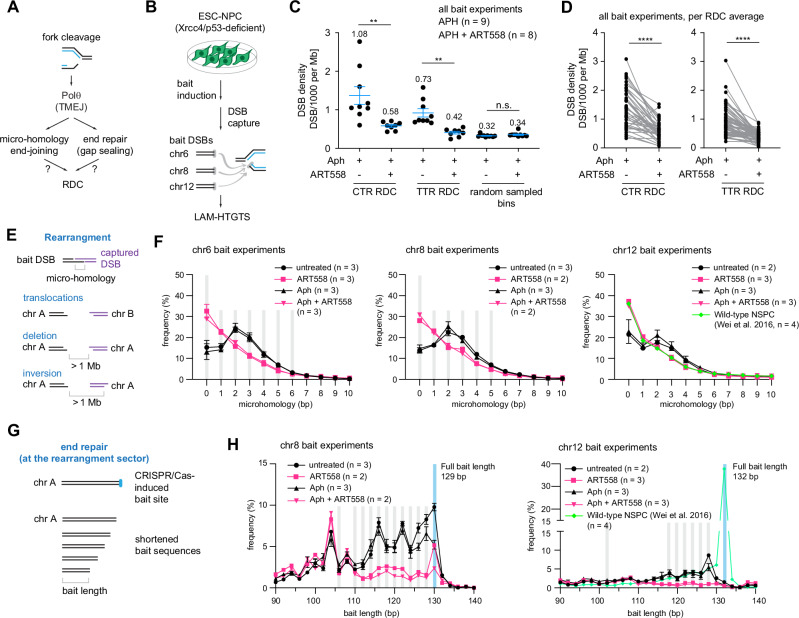
Pol θ activity shapes break formation, capture efficiency and repair pathway choice at RDCs. **A** Model for Pol θ function at stalled replication forks. A single-ended break generated at a stalled fork is proposed to reprogram fork structure. Pol θ repairs the broken end and promotes microhomology search, stabilizing RDCs and facilitating theta-mediated end-joining (TMEJ) in Xrcc4/p53-deficient neural progenitor cells. **B** Schematic of the DSB capture assay. CRISPR–Cas9 bait double-strand breaks (DSBs) were introduced on chromosomes 6, 8, and 12 in Xrcc4/p53-deficient neural progenitor cells, followed by treatment with aphidicolin (Aph) and/or the Pol θ inhibitor ART558. Captured DSBs were quantified by LAM-HTGTS. **C** DNA-break density, shown as junctions per thousand per megabase (JPTM), within RDCs located in late constant-timing regions (CTR; 42 RDCs), timing-transition regions (TTR; 65 RDCs), and size-matched randomly shuffled genomic bins (1520 bins). Plots show mean ± SEM from Aph-treated (9 experiments) or Aph + ART558–treated (8 experiments) cells, with mean values annotated. Statistical significance was assessed by two-tailed *t*-test with false discovery rate (FDR) correction (CTR RDC: *P* = 5.63 × 10^−3^; TTR RDC: *P* = 1.19 × 10^−3^; random sampled bins: *P* = 0.191). **D** Paired before-and-after plots showing changes in DSB density per RDC at CTR (left) or TTR (right). Each dot represents the mean DSB density per RDC from nine (Aph) or eight (Aph + ART558) experiments, with lines connecting the same RDC across conditions. Significance was assessed using a paired two-tailed *t*-test (CTR: *P* = 1.0 × 10^−10^; TTR: *P* = 1.7 × 10^−12^). **E** Schematic defining rearrangement junctions captured by LAM-HTGTS, including interchromosomal translocations and intrachromosomal inversions or deletions within 1 Mb of the bait. **F** Microhomology length distributions at translocation junctions for chromosome 6, 8, and 12 baits, shown as mean ± SEM. Bins with significant differences between Aph and Aph + ART558 conditions (two-tailed *t*-test) are shaded. The number of independent biological replicates for each condition is indicated in the label annotation. **G** Schematic illustrating measurement of bait-end resection at translocation junctions. **H** Distribution of recovered bait-end lengths for chromosome 8 and 12 translocation junctions, shown as mean ± SEM, with significantly different bins shaded as in (**F**). Individual replicate values and junction counts are provided in Supplementary Data 3–5. The number of independent biological replicates for each condition is indicated in the label annotation. Source data are provided as a Source Data file.

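Over the 42 RDCs in late constant-timing regions (CTR), DSB density was 1.08 ± 0.213 JPTM in aphidicolin (SD, n = 6 libraries) and 0.606 ± 0.113 in aphidicolin plus ART558 (n = 8). It fell by 0.474 JPTM (exact permutation p = 0.00133; the smallest p this design allows is 0.000666). With labels permuted within each bait, the mean over baits fell by 0.381 JPTM (exact permutation p = 0.005). In the run that both treatments share with the chromosome 6 bait, density was 0.741 JPTM in the single aphidicolin library and 0.530 in aphidicolin plus ART558, and so fell by 0.211. It was 1.25 and 0.682 JPTM with the chromosome 8 bait and 0.999 and 0.633 with the chromosome 12 bait. When junctions were taken per 1000 of all junctions, bait chromosome included, the setting that moved the value most and one chosen after seeing the data, density at CTR RDCs was higher by 0.0467 with ART558 (exact permutation p = 0.300), while that at random windows outside RDCs rose by 0.116 (exact permutation p = 0.000666), since the share of junctions on other chromosomes rose. The ratio of CTR density to that at random windows of the same library, which no total changes, fell by 0.95 on the log2 scale (exact permutation p = 0.00133).

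Without aphidicolin, CTR density was 0.358 ± 0.101 JPTM in DMSO (n = 8) and 0.412 ± 0.0725 in ART558 (n = 8), a difference of 0.0542 (exact permutation p = 0.238; smallest possible 0.000155). Without the second DMSO library with the chromosome 8 bait the difference was 0.0342. Across the 1520 random windows, density was 0.406 ± 0.0214 JPTM in DMSO, 0.413 ± 0.0263 in ART558, 0.372 ± 0.0198 in aphidicolin and 0.404 ± 0.0163 in aphidicolin plus ART558. The last of these was 0.0315 JPTM above aphidicolin alone (exact permutation p = 0.0120), and a second draw of windows gave 0.0140 (exact permutation p = 0.0932).

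**Figure D1:**
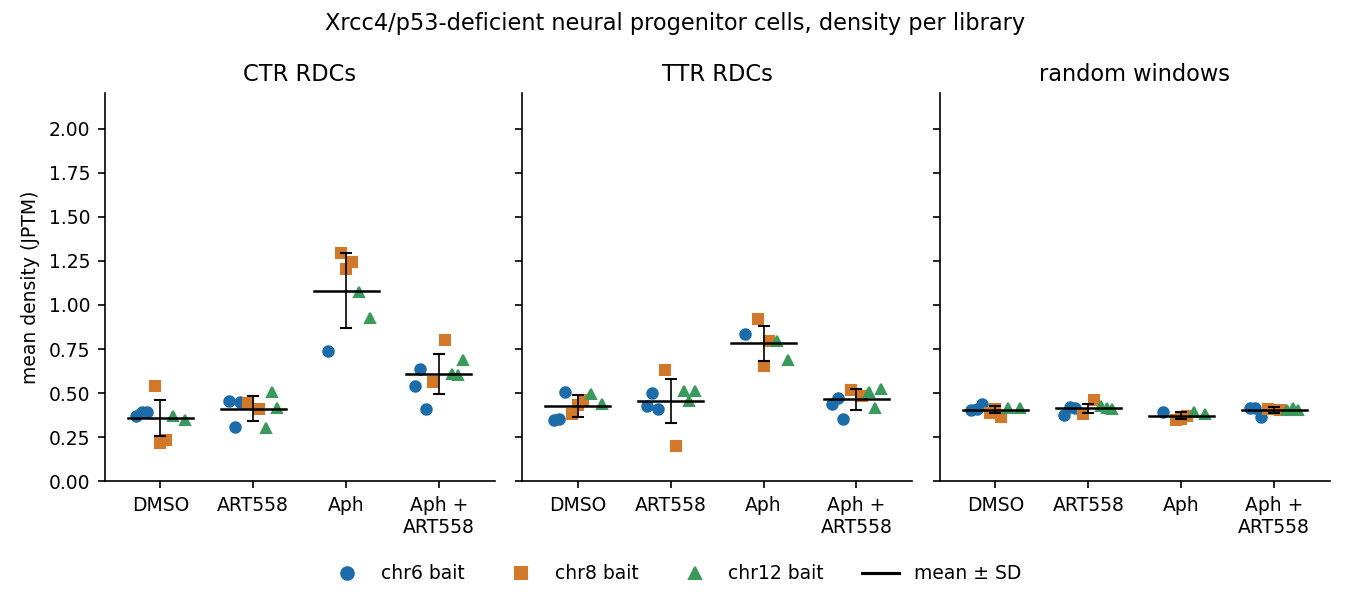
DSB density (y axis, JPTM) at CTR RDCs, TTR RDCs and random windows by treatment (x axis) in Xrcc4/p53-deficient neural progenitor cells, with 1 point per library marked by bait and bars for mean ± SD. The mean of the aphidicolin plus ART558 libraries lies below that of aphidicolin alone at CTR and TTR RDCs and slightly above it at random windows.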

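Counted RDC by RDC, mean density was lower with ART558 at 36 of 42 CTR RDCs and at 54 of 65 RDCs in timing-transition regions (TTR), and higher at 17 RDCs in all. Of the 96 RDCs with at least 20 junctions, 24 had an exact permutation p under 0.05 before adjustment, 12 CTR and 12 TTR, and each of them was lower with ART558. After Benjamini-Hochberg adjustment 0 remained, with a lowest adjusted p of 0.0639. Before adjustment, labels permuted within baits gave 17, windows of 0.5 Mb 12 and a total without RDC junctions 26, each of them lower. Windows of 2 Mb gave 15 lower and 1 higher. The RDCs held 10 to 120 junctions over all these libraries (median 31). In simulated libraries of this depth, 21 of 59 RDCs whose density was set to 0.25 of its value were called (35.6%), and 0 of 75 at 0.5 of its value.

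Among the RDCs with at least 20 junctions, the lowest ratio was at *Erbb4*, in the window on chromosome 1 from 68100001 to 69100000, with 1.38 JPTM in aphidicolin (26 junctions) and 0.236 in aphidicolin plus ART558 (9 junctions), a ratio of 0.172 (exact permutation p = 0.00799, adjusted p = 0.128). The next were *Grm8*, with a ratio of 0.178, and *Sox5*, with 0.179. Among the same RDCs, *Mdga2* had the highest ratio, 3.31, from 0.413 to 1.37 JPTM (exact permutation p = 0.111), followed by the TTR window of *Dmd* with 1.93 and *Pde4d* with 1.75. Density went from 2.30 to 1.11 JPTM at *Ctnna2* (exact permutation p = 0.0476, adjusted p = 0.190), from 1.82 to 1.59 at *Nrg3* and from 1.51 to 0.581 at *Ccser1*. With windows of 2 Mb, *Erbb4* and *Auts2* passed the adjusted threshold, and with every labelled library included *Auts2* did. *Auts2* was chosen after its values were seen.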

We found that loss of the polymerase activity of Pol θ reduced the number of captured DSB junctions mapping to RDCs (Fig. 6C, D), while the number of captured DSBs remained higher than with Pol θ-inhibition alone at non-RDC genomic bins (Fig. 6C). We observed that junction losses were associated with a redistribution of LAM-HTGTS junction clusters towards the center of the RDC loci. For example, at the *Ctnna2* and *Nrg3* loci, the distance between the head-to-head DSB clusters was reduced in aphidicolin-treated cells combined with Pol θ inhibition (Supplementary Fig. 6A). 

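Junctions were split by the strand of the prey, and the distance between clusters was taken between the median positions of the minus-strand and plus-strand junctions. At *Ctnna2* (ENSMUSG00000063063.12), a minus-strand gene on chromosome 6 from 76881637 to 77979699, the interval drawn in Supplementary Fig. 6A held 21 minus-strand and 18 plus-strand junctions in 5 aphidicolin libraries, and 18 and 23 in 5 aphidicolin plus ART558 libraries. The distance was 257 kb in aphidicolin and 174 kb in aphidicolin plus ART558, a shortening of 82.8 kb (two-sided exact permutation of library labels within baits, p = 0.72; smallest possible 0.02). At *Nrg3*, on the minus strand of chromosome 14 from 38368952 to 39473088, there were 33 minus-strand and 22 plus-strand junctions in aphidicolin and 59 and 48 in aphidicolin plus ART558. The distance was 165 kb and 119 kb, a shortening of 45.8 kb (exact permutation p = 0.63; smallest possible 0.005). Without the first aphidicolin plus ART558 library with the chromosome 12 bait, the *Nrg3* shortening was -6.41 kb, so that the distance grew.

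**Figure D2:**
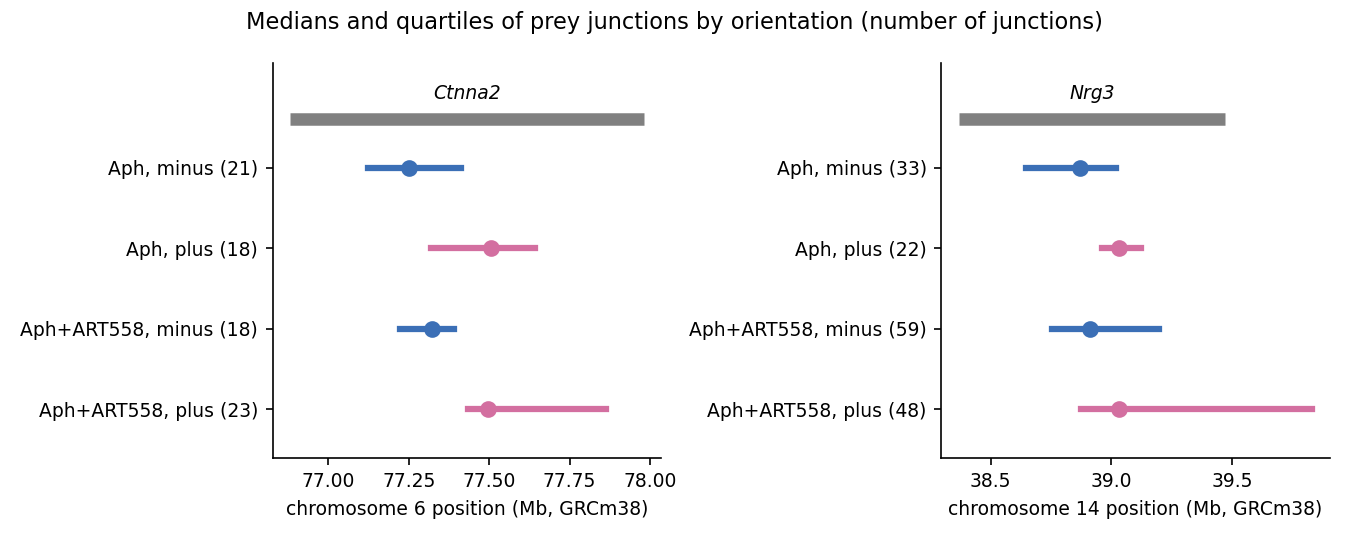
Positions of minus-strand (blue) and plus-strand (pink) prey junctions at Ctnna2 and Nrg3 by treatment, as median (point) and quartiles (line) along the chromosome in Mb, with the gene as a bar and the number of junctions beside each cluster. The medians of the clusters lie closer together with ART558, while the quartile ranges overlap between treatments.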

Although previous literature has suggested that the effect of Pol θ would be more pronounced in the G2/M phase, we also observed the reduction in RDC-mapped junction recovery in RDCs within TTR regions (Fig. 6C). 

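Density over the 65 TTR RDCs was 0.782 ± 0.0972 JPTM in aphidicolin (SD, n = 6 libraries) and 0.464 ± 0.0597 in aphidicolin plus ART558 (n = 8). It fell by 0.318 JPTM (exact permutation p = 0.000666, the smallest possible). With the chromosome 6 bait, within 1 sequencing run, it went from 0.837 JPTM in the single aphidicolin library to 0.420. In the baits whose treatments share no run, it went from 0.791 to 0.502 with chromosome 8 and from 0.741 to 0.483 with chromosome 12. Per 1000 of all junctions, a total chosen after seeing the data, density was 0.0353 higher with ART558 (exact permutation p = 0.371), less than the rise at random windows. Relative to random windows, TTR density fell by 0.87 on the log2 scale (exact permutation p = 0.000666). In DMSO and ART558 alone it was 0.426 ± 0.0610 and 0.456 ± 0.125 JPTM, a difference of 0.0307 (exact permutation p = 0.561). It was 0.00548 without the first and 0.0677 without the second ART558 library with the chromosome 8 bait. The paper sets this decrease at TTR RDCs against earlier literature that proposes a more pronounced effect of Pol θ in G2/M, and states that the reduced recovery of junctions extends to these RDCs.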

At the *Large1* locus, the rightward-oriented junction cluster was not recovered (Supplementary Fig. 6A).

We speculated that inhibiting Pol θ polymerase activity would result in reduced micro-homology dependence^34,35^ and gap filling^31,36^, thereby decreasing DSB end accessibility at RDCs and reducing the number of prey captured by LAM-HTGTS. To test this hypothesis, we analyzed the micro-homology usage at the translocation junction formed between the LAM-HTGTS bait and the endogenous prey DSB ends. We grouped the junctions into two categories: the junction formed between the bait DSB and endogenous DSB lies on a different chromosome (translocations), and a junction formed between the bait and the DSB downstream on the same chromosome (the deletions and inversions) (Fig. 6E and Supplementary Data 3, 5). In Xrcc4/p53-deficient cells, as expected, we observed a preference for two base pair micro-homology usage at the rearrangement junctions (Fig. 6F). In contrast, Pol θ inhibition reverted the micro-homology usage to direct joining, to a level equivalent to that observed in the wild-type cells (Fig. 6F). This is also true for RDC-containing genomic loci (Supplementary Fig. 6C). Hence, the gap-filling defect affects DSB ends genome-wide, including at RDCs.

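Without ART558, the share of junctions with 2 bp of micro-homology differed between libraries of different baits. In DMSO it was 23.7 ± 2.23% with the chromosome 6 bait (SD, n = 3), 22.5 ± 2.87% with chromosome 8 (n = 3) and 19.1 ± 3.01% with chromosome 12 (n = 2). In aphidicolin it was 21.7% in the single chromosome 6 library, 23.5 ± 0.558% with chromosome 8 (n = 3) and 18.6 ± 0.659% with chromosome 12 (n = 2). With the chromosome 6 and chromosome 8 baits, 2 bp was the most frequent length in both treatments. With the chromosome 12 bait, direct joining without micro-homology was more frequent, at 23.7 ± 2.33% in DMSO and 28.5 ± 0.528% in aphidicolin. The baits were sequenced in different runs, so bait and run cannot be told apart. Within the chromosome 6 bait, the DMSO library of another run had 26.3% with 2 bp and 8.67% direct joining, against 22.2% and 22.7% with 2 bp and 19.6% and 17.5% direct joining in the other DMSO libraries.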

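Direct joining made up 21.1 ± 6.01% of junctions in aphidicolin (SD, n = 6 libraries) and 32.3 ± 2.49% in aphidicolin plus ART558 (n = 8), a difference over baits of 10.3 percentage points (exact permutation p = 0.005, the smallest possible). It went from 20.8% to 30.6% with the chromosome 6 bait, 9.81 points within 1 sequencing run, from 16.3% to 30.9% with chromosome 8 and from 28.5% to 35.0% with chromosome 12. The share with 2 bp went from 21.5 ± 2.44% to 15.7 ± 0.955% and fell by 5.47 points over baits (exact permutation p = 0.005), while the share with 1 bp rose by 5.08 points (exact permutation p = 0.005). Without aphidicolin, direct joining was 16.8 ± 5.51% in DMSO (n = 8) and 33.2 ± 4.87% in ART558 (n = 8), a difference of 15.0 points (exact permutation p = 0.001, the smallest possible) and of 13.8 points within sequencing runs (exact permutation p = 0.02). The setting that moved these differences most, restricting them to junctions within 1 Mb of the bait DSB, was chosen after seeing the data and gave 6.49 points with aphidicolin and 1.23 without. The published wild-type libraries listed with the chromosome 12 bait in Supplementary Data 3 were not analysed here. The column listed for them holds the same values, at 11 of 11 lengths, as the third column of aphidicolin plus ART558 with that bait.

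**Figure D3:**
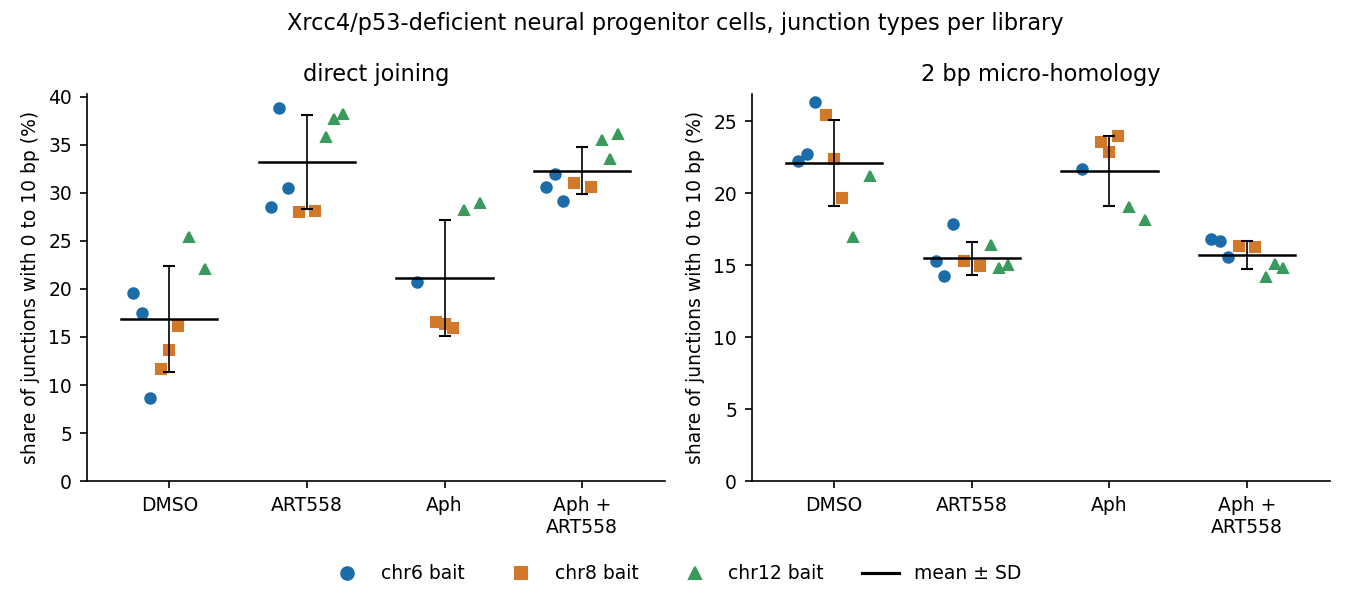
Share of junctions (y axis, %) joined directly and with 2 bp of micro-homology by treatment (x axis) in Xrcc4/p53-deficient neural progenitor cells, with 1 point per library marked by bait and bars for mean ± SD. Direct joining is higher and 2 bp micro-homology lower in both groups with ART558.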

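Among junctions in the RDC windows alone, direct joining made up 13.8 ± 4.45% in aphidicolin (SD, n = 6 libraries) and 27.5 ± 4.03% in aphidicolin plus ART558 (n = 8). The difference over baits was 13.6 points (exact permutation p = 0.005, the smallest possible). It was 13.4 points with the chromosome 6 bait, within 1 sequencing run. With the chromosome 8 bait the share went from 11.1% to 26.4%, and with the chromosome 12 bait from 19.0% to 31.3%.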

In addition, while biochemical studies suggested a potential gap-filling activity of Pol θ in vitro^31,32^, this has not previously been measured in cycling cells. To examine whether the loss of micro-homology is linked to end processing - including resection and gap filling, we analyzed the total length of the translocated DNA sequence (Fig. 6G, H and Supplementary Fig. 6D and Supplementary Data 4, 5). This analysis was limited to the bait compartment, as the origin of prey prior to end processing was known. For both rearrangements and deletions around the bait sites, we observed a significant and reproducible reduction in the representation of bait length, with an average shortening of approximately 10–15 base pairs. This observation suggested that the polymerase activity of Pol θ either protects the DNA ends from extensive resection, or is required for filling the single-strand DNA gap, thereby creating end-joining-ready DNA breaks.

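With the chromosome 8 bait, mean bait length fell by 22.9 bp, to 83.8 ± 0.459 bp in aphidicolin plus ART558 (SD, n = 2) from the aphidicolin libraries (n = 3). The chromosome 12 bait gave 84.7 ± 0.281 bp in aphidicolin (n = 2) and 78.0 ± 1.03 bp in aphidicolin plus ART558 (n = 3), and fell by 6.72 bp. Over both baits bait length fell by 14.8 bp (exact permutation p = 0.02, the smallest possible). Those baits have no run with both treatments. The chromosome 6 bait has 1, in which bait length fell by 2.85 bp, from 79.9 bp in the single aphidicolin library to 77.1 ± 0.768 bp (n = 3). Without aphidicolin, ART558 went with a decrease from 112 ± 0.805 bp (n = 3) to 90.8 ± 0.424 bp (n = 2) on chromosome 8 and from 90.8 ± 2.49 bp (n = 2) to 75.9 ± 0.876 bp (n = 3) on chromosome 12, where both share a run. Over both baits it fell by 18.0 bp (exact permutation p = 0.02). Medians in place of means moved the aphidicolin comparison most among the settings that keep both baits, to -18.8 bp, and adding the chromosome 6 bait gave -10.8 bp. Among junctions within 1 Mb of the bait DSB, a setting chosen after seeing the data, bait length fell by 12.5 bp with aphidicolin and by 14.4 bp without.

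**Figure D4:**
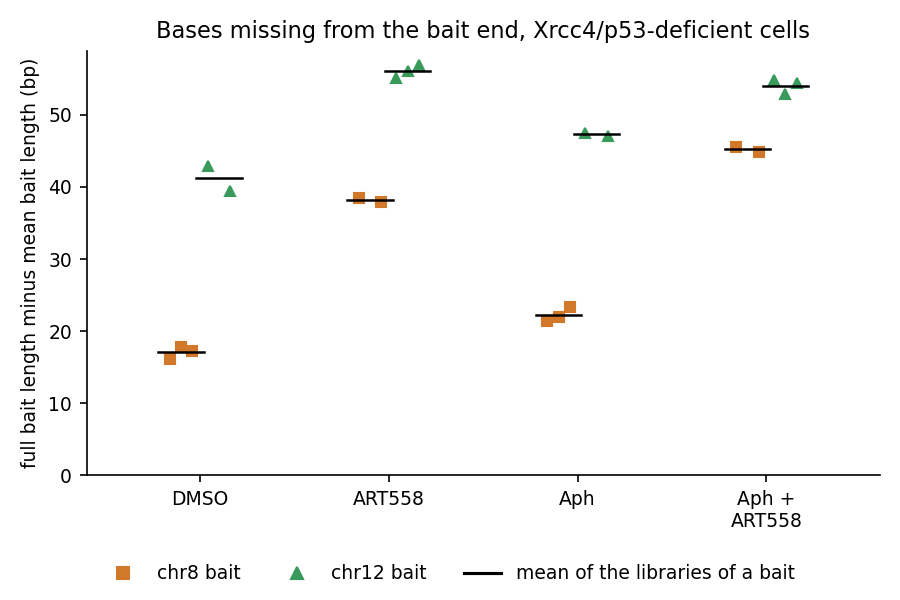
Bases missing from the full bait length (y axis, bp) for the chromosome 8 and chromosome 12 baits by treatment (x axis), with 1 point per library and bars for the mean of each bait. More bases are missing with ART558 for both baits.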

In summary, in the context of NHEJ-deficient cells, RDC-mediated translocations and recurrent CNVs are regulated by the polymerase activity of Pol θ.

### Pol θ is dispensable for recurrent CNVs in wild-type cells

In order to investigate whether the role of Pol θ in recurrent CNV formation is dependent on NHEJ-deficiency, we performed high-coverage whole genome sequencing experiments for wild-type neural stem and progenitor cells isolated from embryonic mouse brains. We identified four recurrent CNVs (Fig. 7A) in aphidicolin-treated cells, three (*Lsamp, Lrp1, and Csmd1*) of which overlapped with RDCs identified in Xrcc4/p53-deficient neural progenitor cells. We also found that the *Grid2* locus expressed a significant CNV in one of the two repeats. In contrast to Xrcc4/p53-deficient cells, combinatory treatment of aphidicolin and Pol θ inhibition had no effect on recurrent CNV formation (Fig. 7A and Supplementary Data 1), nor did the treatment induce new CNVs. By contrast, Pol θ inhibition alone caused a severe replication-stalling phenotype in which DNA copy-number profiles significantly tracked replication timing (Supplementary Figs. 7A, B), exceeding the magnitude observed in NHEJ-deficient cells. These results imply that the NHEJ pathway inhibits Theta-dependent fork progression.

**Fig. 7:**
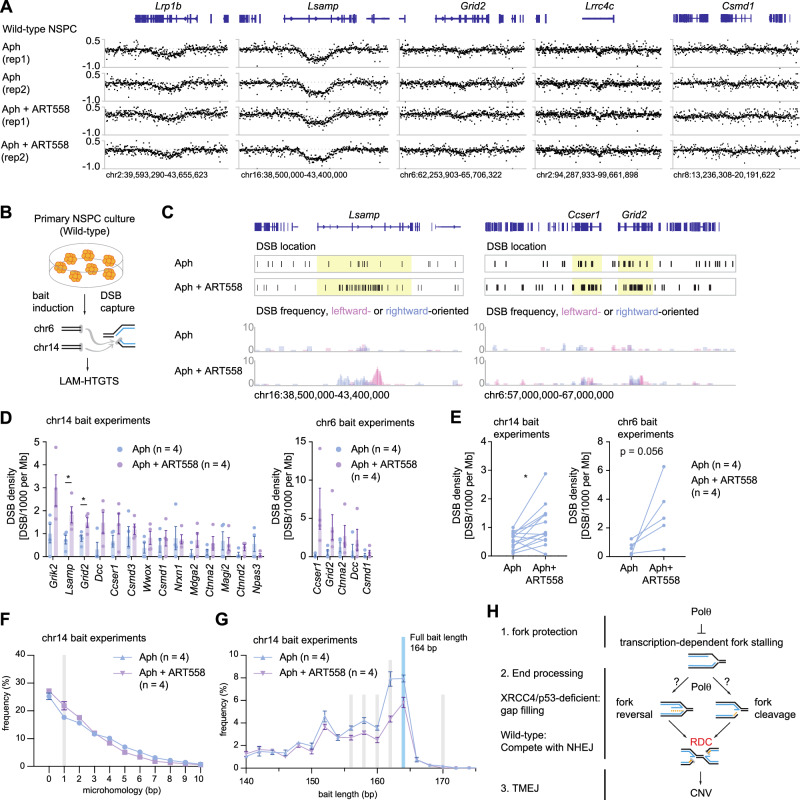
Pol θ inhibition does not alter CNV formation while enhancing DSB density at the RDC loci. **A** Whole-genome sequencing coverage ratios at five recurrent CNV loci identified in wild-type neural stem/ progenitor cells (NSPC) following 96 h of the indicated treatments. **B** Experimental diagram. **C** DSB distribution at the *Lsamp* and *Ccser1-Grid2* loci. The exact DSB location and DSB frequencies are shown in separate panels. The corresponding gene loci on the DSB location tracks are highlighted in yellow. 5908 and 6071 total interchromosomal junctions were plotted for Aph and Aph + ART558-treated conditions, respectively. **D** DSB density shown as Junction Per Thousand per Megabase (JPKM) for the RDC hotspots identified in wild-type NSPCs. The figure shows the mean and SEM. Statistical significance was obtained using a two-tailed *t*-test. The figure shows the mean and SEM. P values for *Lsamp* and *Grid2* are 0.035 and 0.035, respectively. Hotspots identified in the chr14 and chr6 experiments respectively are shown here. **E** Paired DSB density change per RDC in the chr14 and chr6 experiments, respectively. Statistical significance was determined by a two-tailed paired *T*-test. *p = 0.032. **F** Micro**-**homology frequency at translocation junctions at chromosome 14 baits. The figure shows the mean and SEM. **G** Distribution of recovered bait lengths in deletion-sector reads for chromosome 14. The figure shows the mean (dots) and SEM (error bars). For (**F**, **G**), values for individual repeat are shown in Supplementary Tables 2–3; junction numbers analysed per experiment, and statistical significance per bin are shown in Supplementary Table 4. **H** A working model for RDC-dependent CNVs. In neural progenitor cells, CNV formation depends on transcription-mediated RDCs. The number of independent biological replicates for each condition shown in Fig. 7D–G is indicated in the label annotation. Source data are provided as a Source Data file.

Since Pol θ inhibition has no effect on recurrent CNV formation, we did not expect changes in DSB density at the RDC loci. Unexpectedly, however, we captured more DNA breaks by using LAM-HTGTS^18^ with two chromosomal baits (Fig. 7B, C). 

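The wild-type neural stem and progenitor cells were given aphidicolin or aphidicolin plus ART558, and no library without aphidicolin was analysed here. The chromosome 6 bait had 3 aphidicolin libraries of 943 to 1994 junctions and 4 aphidicolin plus ART558 libraries of 1289 to 2327. The chromosome 14 bait had 4 libraries of 3306 to 4533 junctions and 4 of 4273 to 6251. On chromosomes other than that of the bait lay 668 to 2853 junctions in aphidicolin (median 2051) and 760 to 3832 in aphidicolin plus ART558 (median 2126). All 15 libraries came from 1 sequencing run. The full bait length of the chromosome 14 bait is 164 bp. Densities were computed for the 14 RDCs that Fig. 7D lists for chromosome 14 and the 5 it lists for chromosome 6, of which 3 lie on the bait chromosome itself and were kept. Because these libraries hold few junctions at any single RDC, the counts are given with the densities.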

We observed a significant increase in RDC-derived junction recovery upon Pol θ inhibition (Fig. 7C) at the *Lsamp* gene locus, the most robust RDC in wild-type neural progenitor cells^18^. 

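*Lsamp* lies on the plus strand of chromosome 16 from 39984361 to 42181679, and the window of 1 Mb from 40400001 to 41400000. With the chromosome 14 bait it held 12 junctions in 4 aphidicolin libraries and 41 in 4 aphidicolin plus ART558 libraries. Density was 1.21 ± 0.635 JPTM and 3.12 ± 1.39 JPTM (SD, n = 4 each), a difference of 1.90 (exact permutation p = 0.0571; the smallest possible is 0.0286). Windows of 0.5 Mb moved it most, to 0.167 JPTM. With windows of 2 Mb it was 1.10 and with each position counted once 1.93, both with an exact permutation p of 0.0286.

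**Figure D5:**
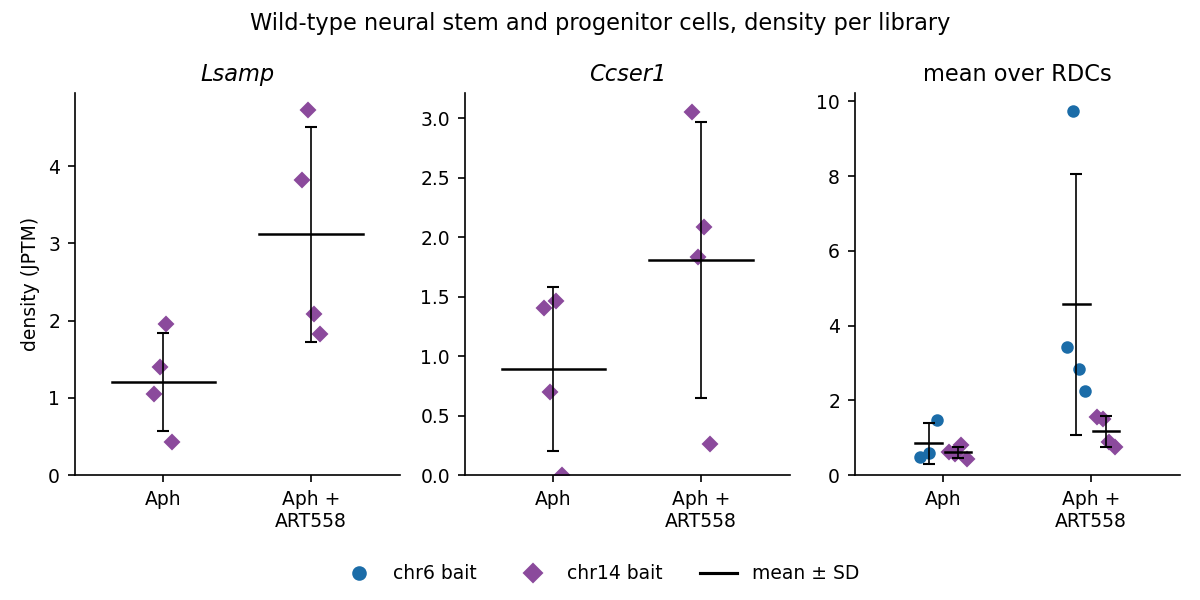
DSB density (y axis, JPTM) in wild-type neural stem and progenitor cells with aphidicolin and aphidicolin plus ART558 (x axis), at Lsamp and Ccser1 with the chromosome 14 bait and as the mean over RDCs with each bait, with 1 point per library and bars for mean ± SD. Means are higher with ART558 in every panel, and libraries of both treatments overlap except in the mean over RDCs with the chromosome 6 bait.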

We also found gains in the number of detected junctions for the *Grid2* and *Ccser1* loci (Fig. 7C), suggesting a global increase in RDC-mapped junction recovery at RDC hotspots. Indeed, all but two RDCs with multiple recovered junctions exhibited significantly enhanced DSB junction detection upon Pol θ inhibition (Fig. 7D, E), suggesting that Pol θ competes with NHEJ to repair DSB ends formed in RDC regions.

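With the same bait, *Ccser1* had 9 junctions in aphidicolin and 22 in aphidicolin plus ART558, or 0.892 ± 0.687 and 1.81 ± 1.16 JPTM (SD, n = 4 libraries each), a difference of 0.919 (exact permutation p = 0.229). The difference was 0.503 without the first and 1.44 without the fourth aphidicolin plus ART558 library.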

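With the chromosome 14 bait, 12 of the 14 RDCs had a higher mean density with ART558. *Npas3* was lower, from 0.570 to 0.0656 JPTM. Tested singly, only *Dcc* had an exact permutation p of 0.0286, the smallest possible, from 0.507 to 1.55 JPTM (adjusted p = 0.333). The mean over the 14 RDCs was 0.610 ± 0.151 JPTM in aphidicolin and 1.17 ± 0.414 in aphidicolin plus ART558 (SD, n = 4 libraries each), a difference of 0.564 (exact permutation p = 0.0571, and 0.0286 with each position counted once). With the chromosome 6 bait, 5 of 5 RDCs were higher. Their mean was 0.855 ± 0.545 JPTM (n = 3) and 4.57 ± 3.48 JPTM (n = 4), a difference of 3.71 (exact permutation p = 0.0571, the smallest possible). Without the second aphidicolin plus ART558 library the difference was 1.99 JPTM, and over the RDCs outside the bait chromosome it was 0.845 JPTM (exact permutation p = 0.343). From the increase at most RDCs, the paper proposes that Pol θ competes with NHEJ to repair the DSB ends in RDC regions.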

We further investigated micro-homology usage and resection status in wild-type neural stem and progenitor cells. In contrast to the Xrcc4/p53-deficient neural progenitor cells, wild-type neural stem and progenitor cells were less dependent on theta-mediated joining (Fig. 7F and Supplementary Fig. 7C; Supplementary Data 3, 5). 

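With the chromosome 14 bait, direct joining made up 25.2 ± 2.33% of wild-type junctions in aphidicolin and 26.7 ± 1.18% in aphidicolin plus ART558 (SD, n = 4 libraries each), a difference of 1.48 points (exact permutation p = 0.314), which was 2.47 points without the first and 0.619 points without the third aphidicolin library. With the chromosome 6 bait it was 37.8 ± 8.44% (n = 3) and 32.6 ± 3.77% (n = 4), and fell by 5.18 points (exact permutation p = 0.343). Without the first aphidicolin library of that bait it fell by 0.312 points. The direction changed among junctions within 1 Mb of the bait DSB, a setting chosen after seeing the data, to 8.34 points (exact permutation p = 0.0571). The share with 2 bp was 15.6% and 15.5% on chromosome 14, and 10.5% and 12.5% on chromosome 6. Compared with aphidicolin-treated wild-type libraries of both baits, at 30.6 ± 8.47% (n = 7), the Xrcc4/p53-deficient libraries differed by -9.48 points in aphidicolin (exact permutation p = 0.0303) and by 1.71 points in aphidicolin plus ART558 (exact permutation p = 0.633). These groups differ in their baits, and with the chromosome 6 bait alone the Xrcc4/p53-deficient aphidicolin plus ART558 libraries (n = 3) differed from the aphidicolin-treated wild-type libraries (n = 3) by -7.23 points (exact permutation p = 0.1, the smallest possible). The first of these wild-type libraries had 47.5%, against 32.8% and 33.0% in the others, so the size of these genotype differences depends on it. The genotypes were sequenced in different runs, so run and genotype cannot be told apart. Nor can cell source, since the Xrcc4/p53-deficient cells derive from ES cells and the wild-type cells from embryonic brains.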

Analyzing the total length of LAM-HTGTS bait DNA sequences revealed a slight reduction in the bait length (Fig. 7G and Supplementary Fig. 7D; Supplementary Data 4, 5), less pronounced than that in Xrcc4/p53-deficient neural progenitor cells, while remaining significant. This indicated that Pol θ–mediated single-strand gap filling appears to occur independently of NHEJ proficiency. 

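In wild-type cells, mean bait length was 96.3 ± 3.55 bp in aphidicolin and 94.0 ± 0.905 bp in aphidicolin plus ART558 with the chromosome 14 bait (SD, n = 4 libraries each), and fell by 2.25 bp (exact permutation p = 0.257). Without the third aphidicolin library it fell by 1.17 bp, and without the fourth it fell by 3.88 bp. With the chromosome 6 bait it was 85.0 ± 3.42 bp (n = 3) and 83.4 ± 6.34 bp (n = 4), and fell by 1.60 bp (exact permutation p = 0.914). Without the third aphidicolin plus ART558 library it was instead 1.54 bp longer with ART558, and without the third aphidicolin library 0.365 bp longer. Among junctions within 1 Mb of the bait DSB, a setting chosen after seeing the data, it fell by 2.92 bp with chromosome 14 (exact permutation p = 0.257) and fell by 3.30 bp with chromosome 6 (exact permutation p = 0.171). The change in wild-type cells, the mean of both baits, less that in Xrcc4/p53-deficient cells, here over all 3 baits, the chromosome 6 bait included, was 8.91 bp (two-sided permutation test, p = 0.0644). Only the chromosome 6 bait entered this contrast in both genotypes, so bait and genotype cannot be told apart in it.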

In summary, these results suggest that Pol θ activity suppresses the end-repair mechanisms that lead to an extension in DNA break ends. The role of Pol θ in regulating DSB accessibility is context-dependent with respect to RDC formation. In wild-type cells, Pol θ inhibition enhances RDC discovery, potentially by modulating replication timing^37^, or through competition with NHEJ. In the absence of non-homologous end joining, neural progenitor cells depend on Pol θ for end processing and the facilitation of microhomology-mediated end joining.

## Discussion

Here, we showed that transcription-dependent RDCs act as the primary initiators of replication stress-mediated CNVs, specifically under aphidicolin treatment. While bulk sequencing identified recurrent focal deletions at late-replicating RDCs, single-cell Strand-seq revealed that RDCs also drive frequent, non-recurrent large-scale losses and complex rearrangements that are invisible to population-based analysis. We propose that the conversion of these breaks into specific structural variants is determined by replication fork orientation—where converging forks favor deletions and unidirectional TTR-associated breaks favor translocations—as well as nuclear architecture and a NHEJ context-dependent reliance on Pol θ.

### RDCs initiate structural variant fixation in post-stress daughter cells

Our findings establish RDCs as major contributors to genome diversification, generating a spectrum of fixed structural variants ranging from focal deletions to large-scale and terminal copy-number losses. Single-cell genome analyses following replication stress demonstrated that recurrent CNVs detected in bulk represent stable structural variants transmitted to daughter cells rather than transient DNA damage. Breakpoints underlying these CNVs were significantly enriched near RDCs, identifying RDCs as primary sources of deletion-initiating DNA breaks. Notably, more than half of aphidicolin-treated single cells exhibited substantial copy-number losses, a feature largely absent in untreated controls, indicating that RDC-associated deletions are frequent rather than rare events. Because large and terminal deletions vary extensively across individual cells, these events are poorly captured by bulk WGS, which relies on recurrence at identical loci. Furthermore, we observed that non-recurrent copy number variations colocalize within RDCs at timing transition regions (TTRs), a substantial number of which involve arm-losses and very large deletions. This may be explained by their genomic positioning outside of nuclear lamina domains, or by their characteristic replication-associated break configuration. Specifically, RDCs in TTRs frequently generate single-ended DSBs with a uniform replication orientation, a structure that does not favor deletions, which require two closely spaced DSBs of opposing polarity. Because such opposing DSB pairs are unlikely to occur at TTR-associated RDCs, CNVs at TTRs are rarely recurrent.

Our findings also imply a direct path from RDC formation to genome evolution. In line with a fitness-based diversification model, terminal chromosomal deletions were frequently observed in aphidicolin-treated cells. Such lesions are well-established triggers of break–fusion–bridge cycles, a potent mechanism for propagating genome instability^38^. We therefore propose that RDC-associated double-strand breaks arising in a prior cell cycle can initiate a replication stress cascade by generating unstable chromosome ends that undergo break–fusion–bridge cycles in subsequent divisions. Supporting this model, we identified a single cell exhibiting hallmark features of a break–fusion–bridge event (Fig. 3F, G), providing direct evidence that RDC-initiated lesions can fuel ongoing structural genome diversification beyond the initial damage event.

It should be noted that while aphidicolin is a well-established reagent for inducing replication stress and has been widely used to map common fragile sites, the inhibition of DNA polymerase alpha may not fully reflect the endogenous forms of replication stress that arise in neural progenitor cells. Distinct replication stressors, such as hydroxyurea, have been shown to produce different CNV patterns^10^. Accordingly, our findings should be interpreted as modeling one specific form of replication stress, rather than the complete spectrum that may occur in vivo.

### Transcription-dependent RDCs are a prerequisite for the formation of CNVs

This study provides experimental evidence that transcription-dependent RDCs induced by replication stress directly generate CNVs. By selectively suppressing transcription at RDC loci, we disrupted RDC formation without altering replication timing, thereby excluding the previously proposed mechanism linking transcription to CNV suppression. Our findings establish a causal relationship, rather than a correlation, demonstrating that a specific subset of CNVs originate from replication stress–mediated DNA breaks triggered by transcription. This work advances current understanding of how genome instability at actively transcribed loci contributes to structural variation. Given that RDCs are DNA replication-dependent, these findings suggest that CNV formation is initiated during S phase. However, due to limitations in our experimental setup, we were unable to directly determine whether CNVs are formed during the S phase or in the G2/M phase, as recently demonstrated^39^. Nonetheless, we cannot exclude the possibility that a subset of S-phase-dependent RDCs persist into the G2/M phase, where they may be subsequently ligated.

It is known that transcription-coupled nucleotide excision repair can leave short ssDNA gaps as repair intermediates^40^. In parallel, topoisomerase activity required for long-gene transcription can introduce ssDNA lesions: topoisomerase I (Top1) processing at embedded ribonucleotides generates a nick and, when trapped as a cleavage complex, Top1cc, a second vulnerable site; when replication forks encounter these gaps, they are converted to single-ended DSBs^41^. The gap-to-break mechanism has primarily been described in early-replicating regions of the genome^42,43^; the transcription- dependent mechanism of RDCs in late-replicating domains warrants further investigation. We speculate that RDC locus accessibility may interfere with the conversion of RDCs to CNVs. Long and late-replicating genes, and heterochromatin, are in spatial proximity with the lamina-associated domains (LADs)^44^. It has been suggested that LADs belong to the B compartment^45^, where the close spatial proximity of DNA sequences within a given LAD may enhance the efficiency of end searching required for end joining. In this regard, analyzing RDCs at late CTRs revealed that five out of six genes located within CNVs appeared to associate with LADs (Supplementary Fig. 8). On the other hand, two of the CNV-free, strong RDC-containing loci (*Adgrl3* and *Pcdh9*) are not associated with LADs. In total, for late-replicating RDCs that are not associated with CNVs, only 17 of 57 RDCs are in LADs. In this regard, CNV-containing RDCs were significantly enriched in LADs (chi square test; *p* = 0.009). Yet, the manner in which LADs regulate CNV formation remains to be clarified.

### The polymerase activity of Pol θ promotes RDC end accessibility in the context of Xrcc4/p53-deficiency

In the context of NHEJ-deficiency, we demonstrated that Pol θ promotes aphidicolin-mediated CNV formation at RDC-containing loci. This finding is similar to previous reports in human cell lines^39^. Previous studies exploring the relationship between microhomology-mediated end joining (MMEJ) and NHEJ have provided important insights into the cellular response to DNA double-strand breaks. The prevailing conclusion that Pol θ-mediated repair functions as a backup pathway to NHEJ emerged largely from investigations centered on cell viability phenotypes and the frequency of selected translocation events^33,46^ or copy number variant hotspots at the M phase^39^. In these contexts, MMEJ activity at a genome-wide scale across replication time zones in response to endogenous, cell-intrinsic DSBs was not defined. Our findings expand this framework by demonstrating a broad contribution of Pol θ-mediated repair function in TTR and CTR (Fig. 6C). Following this notion, we demonstrated that the majority of translocations in Xrcc4/p53-deficient cells rely on 2 base-pair microhomology usage (Fig. 6F); inhibiting the polymerase activity of Pol θ diminished the microhomology usage, converting it to the scale of NHEJ. Our results align closely with those of a very recent study focused on an immunoglobulin gene locus in the B-cell genome^35^, consolidating that Pol θ contributes to DSB repair across cell cycle phases.

Although biochemical analysis suggested that Pol θ stabilizes the DSB ends^47^, this effect has not been measured in cycling cells. We observed a ~ 20-base shortening of bait-derived DNA fragments (Fig. 6H), closely aligning with the biochemical properties characterized in vitro^31,32^. These findings suggest that Pol θ may be required either to convert single-stranded DNA ends into double-strand breaks, or that ART558-mediated inhibition disrupts Pol θ-driven microhomology stabilization. In addition, the end protection ability of Pol θ is independent of NHEJ status, as the same trend was seen in the wild-type neural stem/progenitor cells (Fig. 7G).

### The polymerase activity of Pol θ inhibits RDC end joining in wild-type neural stem and progenitor cells

In contrast to the trend observed in *Xrcc4*/*p53*-deficient cells, Pol θ inhibition led to increased RDC DSB end joining in wild-type neural stem/progenitor cells. 

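The opposite directions were tested against each other, on the log2 ratio of mean RDC density with and without ART558 in the presence of aphidicolin. It was -0.74 in Xrcc4/p53-deficient cells and 0.50 in wild-type cells, a difference of 1.24 (two-sided permutation of treatment labels within bait and genotype, p = 2e-05, the smallest that these permutations give). Each library left out in turn kept it between 1.08 and 1.34. Per 1000 of all junctions, a total chosen after seeing the data, it was 0.30 (permutation p = 0.294). With each library's RDC density divided by its density at random windows, which no total changes, it was 1.32 (permutation p = 2e-05). In wild-type cells with the chromosome 14 bait, density went from 0.447 to 0.767 JPTM at CTR RDCs and from 0.370 to 0.432 JPTM at TTR RDCs (exact permutation p = 0.0286 for each, the smallest possible). With the chromosome 6 bait the libraries overlapped, with 0.533 and 0.648 JPTM at CTR RDCs (exact permutation p = 0.571) and 0.281 and 0.462 JPTM at TTR RDCs (exact permutation p = 0.343). Relative to random windows, wild-type CTR density changed by -0.00404 on the log2 scale with this bait (exact permutation p = 0.971) and TTR density by 0.693 (exact permutation p = 0.457). With the chromosome 14 bait CTR density rose by 0.801 on that measure (exact permutation p = 0.0286). In aphidicolin alone, that measure was 1.51 at CTR and 1.06 at TTR RDCs in Xrcc4/p53-deficient cells. In wild-type cells it was 0.115 and -0.147 with the chromosome 14 bait, and 0.555 and -0.565 with the chromosome 6 bait. In wild-type cells these RDCs thus held little or no excess over random windows before ART558. The wild-type libraries share 1 sequencing run that holds no Xrcc4/p53-deficient library, so run and genotype cannot be told apart. Cell source also differs, with ES cell-derived Xrcc4/p53-deficient cells and wild-type cells isolated from embryonic brains.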

We observed a marked increase in LAM-HTGTS captured DSBs, such as the *Lsamp*, *Grid2*, and *Ccser1* gene loci, implying that Pol θ operates to maintain genome stability at these RDC loci (Fig. 6). This finding is consistent with prior knowledge. We speculate that Pol θ protects DNA replication forks, thereby limiting the availability of RDC-derived ends for translocation capture. In this context, Pol θ has been shown to influence replication timing at a subset of genomic loci^37^, suggesting it may modulate the replication program in a context-dependent manner. Moreover, Pol θ protects genome stability during S phase and has been implicated in suppressing replication-associated damage outside G2/M phases^48^. In line with this, Pol θ knockout mouse embryonic fibroblasts exhibited nearly double the number of translocation events compared to *Ku80*/*Polq* double knockout cells^34^. Taken together, our data suggest that Pol θ constrains RDC-derived junction capture in wild-type neural progenitor cells by safeguarding genome stability during DNA replication.

### NHEJ suppresses Pol θ-dependent DNA replication fork restart

In wild-type neural stem/progenitor cells, Pol θ did not contribute to aphidicolin-induced CNV formation, indicating that intact NHEJ suppresses Pol θ–mediated end joining at stalled replication forks. On the contrary, Pol θ inhibition alone in NHEJ-proficient cells caused more severe DNA content distortions than in NHEJ-deficient cells, suggesting that NHEJ constrains Pol θ–dependent replication progression under replication stress. We propose that sustained Pol θ inhibition activates NHEJ-mediated ligation of DNA breaks, a pathway previously shown to operate at stalled replication forks^49^, restoring DNA continuity but leaving single-stranded nascent gaps unresolved, thereby preventing replication restart and effectively freezing replication intermediates. In contrast, in the absence of NHEJ, unrepaired breaks persist at stalled forks, allowing exposed single-stranded DNA, particularly on the leading strand, to engage recombination-based restart pathways, including single-strand annealing between sister chromatids. Consistent with this model, combined loss of Lig4 and Pol θ has been shown to enhance single-strand annealing–mediated repair events^50^, supporting a pathway switch from end joining to homologous mechanisms when both Pol θ and NHEJ are compromised. In addition, we speculated that persistent aphidicolin exposure generates extensive nascent single-stranded DNA gaps^51^, which exceed the repair capacity of Pol θ, thereby forcing a switch to Pol θ–independent fork restart or remodeling pathways.

### Implications in neuronal disorders and cancer

Somatic CNVs in the brain have been widely linked to both neuropsychiatric disorders and cancer^5,52^, with replication stress acting as a major driver of CNV formation. During prenatal and early postnatal development, the brain undergoes a period of pronounced cellular proliferation to generate the vast neuronal architecture required for mature function. This intense replicative demand renders neural progenitor cells particularly susceptible to replication stress, creating a window of vulnerability for genomic instability^18^. It has been hypothesised that CNVs may disrupt synapse formation by generating novel protein isoforms or deleting critical gene segments^18^. Given that many RDC-containing genes encode proteins involved in synaptic function, the resulting genetic heterogeneity, particularly in cell adhesion molecules, could impair the establishment of stable synaptic interactions^53^. In addition, replication stress-induced CNVs have been previously proposed as a key driver of structural chromosomal instability in tumors^54^. For instance, the RDC-containing genes: *LRP1B*, *NPAS3*, *LSAMP*, and *SMYD3* have all been found to be frequently deleted in glioblastoma^55,56^. Furthermore, large-scale CNV signature analyses across human cancers identified specific CNV patterns related to replication stress^5^. Notably, signature CN9, characterized by loss of heterozygosity and linked to TP53 mutations in glioblastoma, may arise through a similar replication stress-dependent mechanism reported by us. Our study provides a mechanistic basis that could help explain how such CNV signatures emerge under conditions of replication stress, with broader implications for tumor evolution.

## Methods

### Mouse embryonic stem (ES) cell-derived neural progenitor cells (NPC)

Mouse embryonic stem (ES) cell-derived neural progenitor cells (NPCs) deficient in both *Xrcc4* and *p53* (*Xrcc4−/−p53−/−*) were used in this study, as previously described^20^. The *Xrcc4−/−p53−/−* ES cells were cultured in DMEM supplemented with 15% ES cell-qualified fetal bovine serum, 20 mM HEPES, non-essential amino acids, 100 U/ml penicillin-streptomycin, 2 mM glutamine, 0.1 mM β-mercaptoethanol, and 1000 U/ml ESGRO recombinant mouse leukemia inhibitory factor (LIF, Millipore ESG1107). The cultures were maintained on a monolayer of irradiated mouse embryonic fibroblasts.

Differentiation of the *Xrcc4−/−p53−/−* ES cells into NPCs was performed following previously established protocols^20,57^. Briefly, the ES cells were seeded onto plates coated with laminin and poly-L-ornithine (Sigma Aldrich, P4967) and cultured in N2B27 medium, consisting of 50% DMEM/F12 (ThermoFisher Scientific, 11330057), 50% Neurobasal (ThermoFisher Scientific, 21103049), 1% modified N2 supplement (Gibco, 17502048), 2% B27 supplement without retinoic acid (ThermoFisher Scientific, 12587-010), and 1× Glutamax (ThermoFisher Scientific, 35050061) for seven days. Subsequently, the cells were passed onto laminin-coated plates and maintained for an additional 5–6 days in NBBG medium. This medium consisted of Neurobasal-A (ThermoFisher Scientific, 10888-022) supplemented with 2% B27 without retinoic acid, 0.5 mM Glutamax, 10 ng/ml human epidermal growth factor (EGF, ThermoFisher Scientific, PHG0314), and 10 ng/ml mouse basic fibroblast growth factor (FGFb, ThermoFisher Scientific, PMG0034).

### Wild-type, primary neural stem and progenitor cell culture

The organ and embryo collection were covered under an institutional internal animal license (DKFZ381). All mice were bred in-house at the DKFZ Center for Preclinical Research and maintained under specific pathogen and opportunistic-free conditions on a 12-h light-dark cycle in a temperature-controlled environment with *ad libitum* access to food and water. Pregnant C57BL/6 J female mice were sacrificed after 17 days of a positive vaginal plug. Embryonic day (E) 17.5 embryos were retrieved, decapitated, and the brains were isolated and dissociated into a single-cell suspension. In brief, brains were chopped into 2 mm pieces, followed by papain digestion. Single cells were passed through a Percoll gradient, washed with DPBS and NBBG, and were plated at a density of 1 million per mL in ultra-low-attachment six-well plates (Merck, CLS3471). Fresh growth factors (EGF, FGFb, as described above, and PDGF, ThermoFisher Scientific, PMG0044) were added to the culture medium every second day. Five days after seeding, the neural spheroids were dissociated with TrypLE select (ThermoFisher Scientific, 12563029), washed in DPBS and NBBG, and seeded to fresh ultra-low-attachment six-well plates at the same cell density. Five days after seeding, we dissociated the cells and performed nucleofection as described in the LAM-HTGTS section below.

### Whole genome sequencing

#### Library preparation

Approximately 5 × 10^6^ *Xrcc4−/−p53−/−* ES cell-derived NPCs were seeded onto freshly prepared poly-L-ornithine and laminin-coated plates and subsequently treated with either DMSO or 0.5 µM APH for a total of 96 h. The treatment medium was refreshed after the initial 48 h. Following treatment, cells were harvested, and genomic DNA (gDNA) was extracted with a standard phenol/chloroform/isopropyl protocol. Libraries were prepared following a TruSeq Nano DNA protocol by the NGS core facility staff at the DKFZ. Libraries were sequenced using an Illumina NovaSeq 6000 platform with 150 bp paired-end reads, achieving an average sequencing depth ranging between 160× and 200× per sample.

### Alignment, QC, and CNV calling

Post-sequencing, the raw FASTQ reads were subjected to the automated AlignmentAndQC workflow (https://github.com/DKFZ-ODCF/AlignmentAndQCWorkflows/) with alignment to the mm10 genome build. log₂(APH/DMSO) values were calculated using deepTools’ *bamCompare* function. To account for differences in sequencing depth between Aph- and DMSO-treated samples, we applied the built-in scale factor option. The accuracy of this normalization was verified by independently calculating the scale factor as the ratio of the average sequencing depth of APH to that of DMSO.

To quantify copy number variants across RDC-containing genomic regions, the log₂ copy number ratio data log₂(Aph/DMSO) was analyzed using a custom R script. The script imported log₂ ratio data in bedGraph format and genomic regions of interest (in this case RDCs) in BED format. Non-standard chromosomes were filtered out, and the data were converted into GRanges objects. Overlapping bins between the log₂ ratio dataset and RDC regions were identified using the findOverlaps() function from the *GenomicRanges* package. For each RDC region, the average log₂ ratio was calculated across all overlapping bins. Results were exported as a tab-delimited text file.

To assess statistical significance, 10 sets of shuffled RDC regions were generated. These shuffled regions maintained the original lengths of the RDCs but were randomly repositioned across the mouse genome (mm10), ensuring chromosome sizes were respected. Each shuffled set was saved as a separate BED file for downstream analysis.

We also applied Delly2 for CNV calling. Four customized scripts were used for this purpose. Briefly, CNVs were identified from whole-genome sequencing data of Aph-treated and DMSO-treated samples. Read-depth profiles were generated for both Aph and matched DMSO BAM files, followed by SCNA calling using the mm10 reference genome and a predefined mappability blacklist. Somatic copy number alteration (SCNA) calls were merged and filtered for APH-specific events based on sample classification (Aph vs. DMSO), using thresholds including segment size ≥ 1000 bp and ploidy level ≥ 2. Segmentation files were extracted and visualized. SVs were jointly called from Aph and DMSO BAMs, applying an exclusion list to mask problematic regions, and filtered for Aph-specific variants with a minimum mapping quality of 50. To improve somatic specificity, pre-identified variant sites were genotyped across a panel of unrelated DMSO controls, and Aph-specific SVs were retained based on consistent classification using updated sample metadata. The final filtered variants were annotated against the mouse mm10 gene model using a GTF annotation file.

### Strand-seq sample and library preparation

Single-cell Strand-seq libraries were prepared according to the OP Strand-seq protocol^58^ with the following modifications: A total of 3 × 10^6^ ES cell-derived neural progenitor cells (NPCs) were cultured for 96 h in the presence or absence of aphidicolin (Aph). For Aph-treated conditions, cells were exposed to 0.5 μM Aph for 96 h. Aph was then washed out, and cells were cultured for a further 96 h, followed by 40 μM BrdU + 1 μM 5-FdU (Sigma, B5002, Sigma343333) for 18 h in control cells and 21 h in Aph-treated cells. Viable cells were counted, pelleted, and resuspended at 1 × 10^7^ cells per mL in ice-cold lysis buffer (LB; 15 mM Tris-HCl (pH 7.5), 10 mM NaCl, 80 mM KCl, 2 mM EDTA, 0.5 mM EGTA, 0.1% (v/v) 2-mercaptoethanol, 0.1% Triton X-100, 0.2 mM spermine, and 0.5 mM spermidine.). After 15 min on ice, nuclei were collected (250 × g, 4 min, 4 °C), washed three times in ice-cold H4-10 buffer (4 mM HEPES pH 7.5, 10 mM CaCl₂, 0.05% Tween-20), and treated with RNase A (0.1 mg/mL) at 37 °C for 15 min. Aliquots of 1 × 10^6^ nuclei in 100 μL H4-10 were digested with MNase (NEB M0247) at 37 °C for 15 min, then fixed in 3% formaldehyde for 15 min at room temperature, mixing every 5 min to maintain nuclei in suspension. Fixed nuclei were pelleted (250 × *g*, 4 min, 4 °C) and resuspended in ice-cold LB to derive 10^7^ nuclei per mL^24,25,59^. Single nuclei were sorted into 3 µl of release buffer^58^, spun down and frozen at −80 °C until Strand-seq library production. On the day of Strand-seq library production, the plate was placed on ice to allow slow thawing. All further processing was done on an i7 Biomek Beckman liquid handling station. Decrosslinking, protease digestion, polishing and adapter ligation were all done exactly as described in the original OP Strand-Seq protocol with only the necessary adjustments to volumes based on the starting volume difference. Our protocol also included a bead-based cleanup after adapter ligation performed at 0.8x bead ratio to get rid of most of the adapter dimers prior to PCR amplification. Following this cleanup, DNA was exposed to Hoechst and UV as per OP Strand-seq protocol and finally libraries were amplified for 15x PCR cycles using iTru dual indices. Raw reads were aligned to mm10 genome build. Structural variant detection was performed using MosaiCatcher v2^60^ and Strand-Tools^27^.

### Strand-seq Analysis

#### CNV analysis in single cells

StrandTools^27^ was applied to the experimental data to generate strand-specific genomic profiles for all cells, with the genome partitioned into 200 kb bins. Automated quality control was performed at the level of individual genomic segments, and only segments passing QC, first through ASHLEYS^61^ followed by manual validation, were retained for downstream analyses. Strand inheritance was then assigned for each segment as Watson-only, Crick-only, or mixed Watson/Crick. Only mixed-orientation segments were retained for copy-number variant calling, as this configuration allows strand-specific coverage to be used as an internal reference, enabling discrimination between true copy-number loss and strand-specific coverage dropout.

CNV calling was performed by aggregating all 200 kb bins overlapping each gene. Genomic regions exhibiting signal on only one strand (Watson or Crick) were assigned a copy number of one, whereas regions with significant signal on both strands were assigned a copy number of two. Regions lacking signal on both strands were excluded, as complete copy-number loss cannot be distinguished from global coverage depletion (Supplementary Fig. 3A). One cell, which did not contain any bins in the Watson and Crick orientation in the genes of interest was excluded from the analysis. For the CNV analysis carried out across the whole genome, the mean CNV was taken across all Watson and Crick oriented genomic segments.

### Breakpoint analysis

Breakpoint Identification and Resolution: breakpoints were identified from single-cell Strand-seq data. Due to the inherent resolution of Strand-seq, which is constrained by the density of template-strand transitions, each breakpoint coordinate was expanded symmetrically into a 2 Mb window. This windowing approach accounts for the technical uncertainty in single-cell mapping and ensures that the biological lesion is captured within the local genomic context.

Genomic Intersection and RDC Harmonization: recurrent DNA-break clusters (RDCs) were defined as GRanges objects using the mm10 reference genome. To avoid statistical inflation, we utilized a binary overlap logic: a breakpoint window was recorded as a single hit if it intersected an RDC.

Clustered Permutation Testing: to assess the significance of the association between breakpoints and RDCs, we employed a hierarchical permutation strategy using the RegioneR framework. This clustered approach was used to account for inter-cell variance.

- Observed Statistic: The total number of unique breakpoint-window hits was summed across the entire population of analyzed cells.
- Null Model: To construct a biologically realistic random expectation, 10,000 permutations were performed where breakpoint windows were shuffled exclusively within their original chromosomes, and within their specific cell of origin. By maintaining this per-cell and per-chromosome structure, the null model accounts for the non-uniform distribution of structural variants across the genome.
- Significance Assessment: A one-sided p-value was calculated by comparing the observed total hits against the permuted distribution. Standardized Z-scores were used to measure the magnitude of enrichment relative to the random null expectation.

### Generating promoter-enhancer deleted cell lines for the *Ctnna2* and *Nrg3* loci

To generate *Ctnna2* and *Nrg3* promoter-enhancer-deleted (pe-del) ES cell clones, CRISPR/Cas9-mediated genome editing was performed using pairs of single guides RNAs (sgRNAs) designed to flank target regions. For *Ctnna2*, sgRNAs were positioned upstream of the cis-regulatory element and downstream of the final exon to generate *Ctnna2* deletion clones, and flanking the entire *cis*-regulatory region to produce pe-del clones. For *Nrg3*, two sgRNAs were selected—one upstream and one downstream of the cis-regulatory elements—based on design and efficiency evaluation using ChopChop^62^. In both cases, cis-regulatory elements were defined based on histone modification marks (H3K4me, H3K9ac, H3K27ac) using ENCODE 3 ChIP-seq data from the UCSD/Ren lab. Individual ES cell clones were isolated, expanded, and screened by genotyping PCR to identify those carrying the intended deletions. Positive clones were further validated by Sanger sequencing to confirm precise deletion events.

### Two-fraction replication sequencing (Repli-Seq)

Two fractions of Repli-seq were generated and analyzed as described^63^. In brief, ES cell-derived neural progenitor cells were plated at 30% confluence three days before BrdU incorporation. Cells were treated with 100 µM BrdU (Sigma, B5002) for 2 h, and cells were washed with cold DPBS ten times to remove loosely attached and dead cells. Cells were detached with Accutase, spun down, and resuspended in 2.5 ml ice-cold PBS plus 1% (vol/vol) FBS. Cells were fixed by adding 7.5 ml ice-cold 100% ethanol dropwise. The fixed cells were either stored at −20 °C until sorting or directly stained with propidium iodide. Cell pellets were washed with ice-cold 1% (vol/vol) FBS in PBS once and resuspended in 0.5 ml of PBS/1% (vol/vol) FBS/propidium iodide (Sigma-Aldrich, P4170)/RNase A (Thermo Scientific, EN0531) solution as described. The final cell suspension concentration should be 4 × 10^6^ cells/ml. Cells were filtered through a 35 µm nylon mesh and sorted using FACS. During the sorting, early or late replicating ES cell-derived NPCs were separated into two fractions; for each early and late fraction, 120,000 cells were sorted. The cells were pelleted, and genomic DNA was extracted as described. DNA was fragmented with a Covaris S220 Focused-ultrasonicator to 200-bp average fragment size, and BrdU-positive DNA was enriched using anti-BrdU antibody. The antibody was purchased from Santa Cruz biotech, cat. no. sc-32323-ac. Libraries were constructed using the NEBNext Ultra DNA Library Prep Kit (New England BioLabs, E7370L) before BrdU pulldown, indexing, and amplification. Before submission, the libraries were further purified with AMPure XP beads (Beckman Coulter, A63881) and underwent quality control. After pooling, libraries were sequenced on Illumina NextSeq (75 bp single-read) or NovaSeq X-plus (100 bp paired-read). After sequencing, the adaptors were trimmed from the raw FASTQ reads, and the reads were aligned to mm10/GRCm38 through Bowtie2 using a singularity container (https://github.com/brainbreaks/HighRes_RepliSeq). The under replication score was determined by the Repli-Seq R package (https://github.com/CL-CHEN-Lab/RepliSeq) using the calculateURI function^14^, with the two-fraction Repli-Seq datasets.

### Linear amplification-mediated, High-throughput, genome-wide translocation sequencing (LAM-HTGTS)

#### Library used in this article

For comparing RDC and CNV positions (Fig. 2), we extracted the published data GSE233842 generated from the *Xrcc4−/−* *p53−/−* ES cell-derived NPCs. We produced 89 primary LAM-HTGTS libraries for experiments shown for Figs. 6 and 7, which were deposited into NCBI’s GEO repository with the accession number GSE305347 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc= GSE305347].

#### Library preparation

To induce targeted bait sites on chromosomes 6, 8, 12, or 14 in *Xrcc4−/− p53−/−* ES cell-derived neural progenitor cells or wild-type NSPCs, 5 × 10^6^ cells were nucleofected with 5 μg of SpCas9/sgRNA expression plasmids (pX330-U6-Chimeric_BB-CBh-hSpCas9; Addgene plasmid #42230). SgRNA sequences specific to each bait site were individually cloned into pX330 vectors following the protocol described by the Zhang lab (https://www.addgene.org/crispr/zhang/). Nucleofection was performed using the Nucleofector 2b device (Lonza) with the Mouse NSC Nucleofector Kit (VPG-1004, Lonza) according to the manufacturer’s instructions.

Following nucleofection, cells were cultured for 96 h under treatments. For aphidicolin-treated conditions, cells were treated with 0.5 μM aphidicolin for 72 h, followed by an additional 24 h at 0.25 μM. For polymerase theta inhibition, cells were treated with 5 μM inhibitor for 72 h, followed by an additional 24 h at 2.5 μM. Genomic DNA was then extracted, and sequencing libraries were generated using established protocols. Libraries were sequenced on an Illumina NextSeq platform with 150bp paired-end chemistry.

### **Demultiplexing and alignment**

Sequencing reads from demultiplexed FASTQ files were processed using the HTGTS Docker container (https://github.com/brainbreaks/HTGTS). The *TranslocProcess* module was used to trim adapters and perform library-specific demultiplexing. Trimmed reads were then aligned to the mm10/GRCm38 mouse reference genome using Bowtie2 and further processed using the *TranslocWrapper* function integrated into the pipeline. The file *result.tlx containing the bait and the prey information for each library was used for downstream analysis.

### DSB density, micro-homology usage, and bait-length analyses

To calculate the number of DSB to bait junctions detected in pre-specified regions-of-interest, we extracted the DSB coordinates from the *result.tlx files. All junctions were used to plot the junction density in Fig. 2. For calculating the DSB density in the following figures, only DSBs identified at the non-bait chromosomes were considered. We used bedtools to count the number of recovered prey junctions per RDC in each LAM-HTGTS library. The number of recovered junctions per RDC was normalized using the total non-bait chromosomal DSBs, multiplied by a thousand, and divided by the length of RDC, in Megabase. This calculation derives DSB density as Junction per Thousand per Megabase, which is shown for Figs. 6 and 7.

To calculate microhomology (MH) usage, we extracted information from the LAM-HTGTS output files. We extracted *B_Qend*, which represents the length of the bait which translocates to an endogenous DSB, and *Qstart*, which represents the position where the endogenous DSB starts on the same read. Translocation junctions containing microhomology between 0–10 bp were kept for the calculation. MH was shown as frequency for Figs. 6 and 7. The length of MH was deduced by

1 $${MH}=-({Qstart}-B\_{Qend}-1)$$

To calculate bait length (Blen), we calculated the distance between the beginning of the nested LAM-PCR primer (PrimStartCo) and the observed bait end or start (*B_Rend* or *B_Rstart* respectively) per read. All reads containing a junction were counted, and the frequencies of bait lengths are shown for Figs. 6 and 7.

In case of a bait DSB pointing at a *plus* orientation,

2 $${Blen}=(B\_{Rend}-{PrimStartCo}+1)$$

In case of a bait DSB pointing at a *minus* orientation,

3 $${Blen}=({PrimStartCo}-B\_{Rstart}+1)$$

### Global run-on sequencing (GRO-seq)

GRO-seq libraries were prepared as described^16,28^. For each GRO-seq experiment, 5 – 10 million ES cell-derived neural progenitor cells’ nuclei were isolated for global run-on analyses. Two technical replicates per experiment condition were performed. GRO-seq FASTQ files were aligned to the genome build mm10/GRCm38 through Bowtie2 and processed using the GRO-seq pipeline (https://github.com/brainbreaks/GROseq).

### Reagents and laboratory equipment

Chemicals, cell culture reagents, solvents, primers and oligo sequences, antibodies, as well as specific laboratory equipment used for this article are presented in Supplementary Data 6.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Reporting Summary

Transparent Peer Review file

## Source data

Source Data

## Data Availability

The whole genome sequencing data generated in this study have been deposited in the European Genome Archive database under accession code PRJEB95922. The two-fraction Repli-Seq and LAM-HTGTS generated in this study have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE305347. The GRO-seq data generated in this study have been deposited in NCBI’s GEO database under accession code GSE305346. Processed data were aligned to mm10 genome build. The Strand-seq data have been deposited in the European Genome Archive database under accession code PRJEB105360 [https://www.ebi.ac.uk/ena/browser/view/ PRJEB105360]. We retrieved high-resolution Repli-Seq data generated in this study from GSE257765 (related to Fig. 2), LAM-HTGTS data from GSE233842 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc= GSE233842] (related to Fig. 2) and GSE74356 (wild-type Chr12 data, Fig. 6; re-aligned to mm10) for replotting. Source data are provided with this paper.

## References

[1] McCarroll, S. A. & Altshuler, D. M. Copy-number variation and association studies of human disease. *Nat Genet***39**, S37–S42 (2007).17597780 10.1038/ng2080

[2] Pennings, M. et al. Copy number variants from 4800 exomes contribute to ~7% of genetic diagnoses in movement disorders, muscle disorders and neuropathies. *Eur J Hum Genet***31**, 654–662 (2023).36781956 10.1038/s41431-023-01312-0PMC10250492

[3] Zarrei, M. et al. A large data resource of genomic copy number variation across neurodevelopmental disorders. *NPJ Genom Med***4**, 26 (2019).31602316 10.1038/s41525-019-0098-3PMC6779875

[4] Auwerx, C. et al. Rare copy-number variants as modulators of common disease susceptibility. *Genome Med***16**, 5 (2024).38185688 10.1186/s13073-023-01265-5PMC10773105

[5] Steele, C. D. et al. Signatures of copy number alterations in human cancer. *Nature***606**, 984–991 (2022).35705804 10.1038/s41586-022-04738-6PMC9242861

[6] Hastings, P. J., Lupski, J. R., Rosenberg, S. M. & Ira, G. Mechanisms of change in gene copy number. *Nat Rev Genet***10**, 551–564 (2009).19597530 10.1038/nrg2593PMC2864001

[7] Arlt, M. F., Wilson, T. E. & Glover, T. W. Replication stress and mechanisms of CNV formation. *Curr Opin Genet Dev***22**, 204–210 (2012).22365495 10.1016/j.gde.2012.01.009PMC3371136

[8] Macheret, M. & Halazonetis, T. D. DNA replication stress as a hallmark of cancer. *Annu Rev Pathol***10**, 425–448 (2015).25621662 10.1146/annurev-pathol-012414-040424

[9] Wang, M. et al. Increased Neural Progenitor Proliferation in a hiPSC Model of Autism Induces Replication Stress-Associated Genome Instability. *Cell Stem Cell***26**, 221–233.e6 (2020).32004479 10.1016/j.stem.2019.12.013PMC7175642

[10] Shaikh, N. et al. Replication stress generates distinctive landscapes of DNA copy number alterations and chromosome scale losses. *Genome Biol***23**, 223 (2022).36266663 10.1186/s13059-022-02781-0PMC9583511

[11] Wilson, T. E. et al. Large transcription units unify copy number variants and common fragile sites arising under replication stress. *Genome Res***25**, 189–200 (2015).25373142 10.1101/gr.177121.114PMC4315293

[12] Blin, M. et al. Transcription-dependent regulation of replication dynamics modulates genome stability. *Nat Struct Mol Biol***26**, 58–66 (2019).30598553 10.1038/s41594-018-0170-1

[13] Park, S. H. et al. Locus-specific transcription silencing at the FHIT gene suppresses replication stress-induced copy number variant formation and associated replication delay. *Nucleic Acids Res***49**, 7507–7524 (2021).34181717 10.1093/nar/gkab559PMC8287918

[14] Brison, O. et al. Transcription-mediated organization of the replication initiation program across large genes sets common fragile sites genome-wide. *Nat Commun***10**, 5693 (2019).31836700 10.1038/s41467-019-13674-5PMC6911102

[15] Wei, P.-C. et al. Three classes of recurrent DNA break clusters in brain progenitors identified by 3D proximity-based break joining assay. *Proc Natl Acad Sci USA***115**, 1919–1924 (2018).29432181 10.1073/pnas.1719907115PMC5828622

[16] Corazzi, L. et al. Linear interaction between replication and transcription shapes DNA break dynamics at recurrent DNA break Clusters. *Nat Commun***15**, 3594 (2024).38678011 10.1038/s41467-024-47934-wPMC11055891

[17] Wang, M. *Replication Stress Associated Genome Instability in the Pathogenesis of Autism*. (2019).

[18] Wei, P.-C. et al. Long Neural Genes Harbor Recurrent DNA Break Clusters in Neural Stem/Progenitor Cells. *Cell***164**, 644–655 (2016).26871630 10.1016/j.cell.2015.12.039PMC4752721

[19] Alt, F. W., Zhang, Y., Meng, F.-L., Guo, C. & Schwer, B. Mechanisms of programmed DNA lesions and genomic instability in the immune system. *Cell***152**, 417–429 (2013).23374339 10.1016/j.cell.2013.01.007PMC4382911

[20] Tena, A. et al. Induction of recurrent break cluster genes in neural progenitor cells differentiated from embryonic stem cells in culture. *Proc Natl Acad Sci USA***117**, 10541–10546 (2020).32332169 10.1073/pnas.1922299117PMC7229678

[21] Rausch, T. et al. DELLY: structural variant discovery by integrated paired-end and split-read analysis. *Bioinformatics***28**, i333–i339 (2012).22962449 10.1093/bioinformatics/bts378PMC3436805

[22] Hu, J. et al. Detecting DNA double-stranded breaks in mammalian genomes by linear amplification-mediated high-throughput genome-wide translocation sequencing. *Nat Protoc***11**, 853–871 (2016).27031497 10.1038/nprot.2016.043PMC4895203

[23] Zhao, P. A., Sasaki, T. & Gilbert, D. M. High-resolution Repli-Seq defines the temporal choreography of initiation, elongation and termination of replication in mammalian cells. *Genome Biol***21**, 76 (2020).32209126 10.1186/s13059-020-01983-8PMC7092589

[24] Sanders, A. D., Falconer, E., Hills, M., Spierings, D. C. J. & Lansdorp, P. M. Single-cell template strand sequencing by Strand-seq enables the characterization of individual homologs. *Nat Protoc***12**, 1151–1176 (2017).28492527 10.1038/nprot.2017.029

[25] Falconer, E. et al. DNA template strand sequencing of single-cells maps genomic rearrangements at high resolution. *Nat Methods***9**, 1107–1112 (2012).23042453 10.1038/nmeth.2206PMC3580294

[26] Sanders, A. D. et al. Single-cell analysis of structural variations and complex rearrangements with tri-channel processing. *Nat Biotechnol***38**, 343–354 (2020).31873213 10.1038/s41587-019-0366-xPMC7612647

[27] Cosenza, M. R. *et al*. Origins of chromosome instability unveiled by coupled imaging and genomics. *Nature*10.1038/s41586-025-09632-5 (2025).10.1038/s41586-025-09632-5PMC1269565041162705

[28] Core, L. J., Waterfall, J. J. & Lis, J. T. Nascent RNA sequencing reveals widespread pausing and divergent initiation at human promoters. *Science***322**, 1845–1848 (2008).19056941 10.1126/science.1162228PMC2833333

[29] Zatreanu, D. et al. Polθ inhibitors elicit BRCA-gene synthetic lethality and target PARP inhibitor resistance. *Nat. Commun.***12**, 3636 (2021).34140467 10.1038/s41467-021-23463-8PMC8211653

[30] Stockley, M. L. et al. Discovery, Characterization, and Structure-Based Optimization of Small-Molecule In Vitro and In Vivo Probes for Human DNA Polymerase Theta. *J Med Chem***65**, 13879–13891 (2022).36200480 10.1021/acs.jmedchem.2c01142

[31] Kent, T., Mateos-Gomez, P. A., Sfeir, A. & Pomerantz, R. T. Polymerase θ is a robust terminal transferase that oscillates between three different mechanisms during end-joining. *Elife***5**, (2016).10.7554/eLife.13740PMC491235127311885

[32] Mann, A. et al. POLθ prevents MRE11-NBS1-CtIP-dependent fork breakage in the absence of BRCA2/RAD51 by filling lagging-strand gaps. *Mol Cell***82**, 4218–4231.e8 (2022).36400008 10.1016/j.molcel.2022.09.013

[33] Yu, W. et al. Repair of G1 induced DNA double-strand breaks in S-G2/M by alternative NHEJ. *Nat Commun***11**, 5239 (2020).33067475 10.1038/s41467-020-19060-wPMC7567796

[34] Mateos-Gomez, P. A. et al. Mammalian polymerase θ promotes alternative NHEJ and suppresses recombination. *Nature***518**, 254–257 (2015).25642960 10.1038/nature14157PMC4718306

[35] Marton, T. et al. Polymerase theta repairs persistent G1-induced DNA breaks in S-phase during class switch recombination. *Nat Commun***16**, 10536 (2025).41298353 10.1038/s41467-025-65555-9PMC12657980

[36] Kent, T., Chandramouly, G., McDevitt, S. M., Ozdemir, A. Y. & Pomerantz, R. T. Mechanism of microhomology-mediated end-joining promoted by human DNA polymerase θ. *Nat Struct Mol Biol***22**, 230–237 (2015).25643323 10.1038/nsmb.2961PMC4351179

[37] Fernandez-Vidal, A. et al. A role for DNA polymerase θ in the timing of DNA replication. *Nat Commun***5**, 4285 (2014).24989122 10.1038/ncomms5285

[38] Umbreit, N. T. *et al*. Mechanisms generating cancer genome complexity from a single cell division error. *Science***368**, (2020).10.1126/science.aba0712PMC734710832299917

[39] Wilson, T. E., Ahmed, S., Winningham, A. & Glover, T. W. Replication stress induces POLQ-mediated structural variant formation throughout common fragile sites after entry into mitosis. *Nat Commun***15**, 9582 (2024).39505880 10.1038/s41467-024-53917-8PMC11541566

[40] Fousteri, M. & Mullenders, L. H. F. Transcription-coupled nucleotide excision repair in mammalian cells: molecular mechanisms and biological effects. *Cell Res***18**, 73–84 (2008).18166977 10.1038/cr.2008.6

[41] Huang, S.-Y. N., Williams, J. S., Arana, M. E., Kunkel, T. A. & Pommier, Y. Topoisomerase I-mediated cleavage at unrepaired ribonucleotides generates DNA double-strand breaks. *EMBO J***36**, 361–373 (2017).27932446 10.15252/embj.201592426PMC5286372

[42] Kimble, M. T. et al. Repair of replication-dependent double-strand breaks differs between the leading and lagging strands. *Mol Cell***85**, 61–77.e6 (2025).39631395 10.1016/j.molcel.2024.10.032PMC11698654

[43] Pavani, R. et al. Structure and repair of replication-coupled DNA breaks. *Science***385**, eado3867 (2024).38900911 10.1126/science.ado3867PMC11620331

[44] Guelen, L. et al. Domain organization of human chromosomes revealed by mapping of nuclear lamina interactions. *Nature***453**, 948–951 (2008).18463634 10.1038/nature06947

[45] van Steensel, B. & Belmont, A. S. Lamina-Associated Domains: Links with Chromosome Architecture, Heterochromatin, and Gene Repression. *Cell***169**, 780–791 (2017).28525751 10.1016/j.cell.2017.04.022PMC5532494

[46] Feng, W. et al. Genetic determinants of cellular addiction to DNA polymerase theta. *Nat Commun***10**, 4286 (2019).31537809 10.1038/s41467-019-12234-1PMC6753077

[47] Li, C. et al. Structural basis of DNA polymerase θ mediated DNA end joining. *Nucleic Acids Res***51**, 463–474 (2023).36583344 10.1093/nar/gkac1201PMC9841435

[48] Schrempf, A. et al. POLθ processes ssDNA gaps and promotes replication fork progression in BRCA1-deficient cells. *Cell Rep***41**, 111716 (2022).36400033 10.1016/j.celrep.2022.111716

[49] Chappidi, N. et al. Fork Cleavage-Religation Cycle and Active Transcription Mediate Replication Restart after Fork Stalling at Co-transcriptional R-Loops. *Mol Cell***77**, 528–541.e8 (2020).31759821 10.1016/j.molcel.2019.10.026

[50] Saito, S., Maeda, R. & Adachi, N. Dual loss of human POLQ and LIG4 abolishes random integration. *Nat Commun***8**, 16112 (2017).28695890 10.1038/ncomms16112PMC5508229

[51] Bétous, R. et al. DNA polymerase κ-dependent DNA synthesis at stalled replication forks is important for CHK1 activation. *EMBO J***32**, 2172–2185 (2013).23799366 10.1038/emboj.2013.148PMC3730229

[52] Maury, E. A. & Walsh, C. A. Somatic copy number variants in neuropsychiatric disorders. *Curr Opin Genet Dev***68**, 9–17 (2021).33444936 10.1016/j.gde.2020.12.013PMC8205940

[53] Kwon, H.-B. et al. Neuroligin-1-dependent competition regulates cortical synaptogenesis and synapse number. *Nat Neurosci***15**, 1667–1674 (2012).23143522 10.1038/nn.3256PMC3536444

[54] Burrell, R. A. et al. Replication stress links structural and numerical cancer chromosomal instability. *Nature***494**, 492–496 (2013).23446422 10.1038/nature11935PMC4636055

[55] Okamoto, T. et al. Genomic landscape of glioblastoma without IDH somatic mutation in 42 cases: a comprehensive analysis using RNA sequencing data. *J Neurooncol***167**, 489–499 (2024).38653957 10.1007/s11060-024-04628-z

[56] Tabouret, E. et al. LRP1B deletion is associated with poor outcome for glioblastoma patients. *J Neurol Sci***358**, 440–443 (2015).26428308 10.1016/j.jns.2015.09.345

[57] Ying, Q.-L. & Smith, A. G. Defined conditions for neural commitment and differentiation. *Methods Enzymol***365**, 327–341 (2003).14696356 10.1016/s0076-6879(03)65023-8

[58] Hanlon, V. C. T. et al. Construction of Strand-seq libraries in open nanoliter arrays. *Cell Rep. Methods***2**, 100150 (2022).35474869 10.1016/j.crmeth.2021.100150PMC9017222

[59] Jeong, H. et al. Functional analysis of structural variants in single cells using Strand-seq. *Nat. Biotechnol.***41**, 832–844 (2023).36424487 10.1038/s41587-022-01551-4PMC10264249

[60] Weber, T., Cosenza, M. R. & Korbel, J. MosaiCatcher v2: a single-cell structural variations detection and analysis reference framework based on Strand-seq. *Bioinformatics***39**, (2023).10.1093/bioinformatics/btad633PMC1062838637851409

[61] Gros, C., Sanders, A. D., Korbel, J. O., Marschall, T. & Ebert, P. ASHLEYS: automated quality control for single-cell Strand-seq data. *Bioinformatics***37**, 3356–3357 (2021).33792647 10.1093/bioinformatics/btab221PMC8504637

[62] Labun, K. et al. CHOPCHOP v3: expanding the CRISPR web toolbox beyond genome editing. *Nucleic Acids Res***47**, W171–W174 (2019).31106371 10.1093/nar/gkz365PMC6602426

[63] Marchal, C. et al. Genome-wide analysis of replication timing by next-generation sequencing with E/L Repli-seq. *Nat Protoc***13**, 819–839 (2018).29599440 10.1038/nprot.2017.148PMC6044726

# Supplementary material for: Recurrent DNA break clusters drive replication-stress-induced copy number variants and genome diversification
**Source:** Nat Commun. 2026 Apr 20;17:3627. doi: 10.1038/s41467-026-71790-5
**Supplement:** Supplementary file 1 — Supplementary Information

## Recurrent DNA Break Clusters Drive Replication-Stress-Induced Copy Number Variants and Genome Diversification

Lorenzo Corazzi<sup>1,2\*</sup>, Alex Ing<sup>1\*</sup>, Eva Benito<sup>3</sup>, Marco Raffaele Cosenza<sup>3</sup>, Patrick Hasenfeld<sup>3</sup>, Thomas Weber<sup>3</sup>, Anna Marx<sup>1,2</sup>, Vivien S. Ionasz<sup>1</sup>, Nathan Trausch<sup>1,2</sup>, Sarah Benedetto<sup>4</sup>, Giulia Di Muzio<sup>1,2</sup>, Boyu Ding<sup>1,5</sup>, Jana Berlanda<sup>1,2</sup>, Marco Giaisi<sup>1</sup>, Nina Claudino<sup>4</sup>, Thomas Höfer<sup>4</sup>, Jan O. Korbel<sup>3,6</sup>, Pei-Chi Wei<sup>1,2,\*\*</sup>

1. Brain mosaicism and tumorigenesis laboratory, German Cancer Research Center, 69120 Heidelberg, Germany
4. Theoretical system biology laboratory, German Cancer Research Center, 69120 Heidelberg, Germany

\* These authors contributed equally

### SUPPLEMENTARY INFORMATION

| Content                           | Pages |
|-----------------------------------|-------|
| Supplementary Figures and Legends | 2-12  |

## Supplementary Figure 1

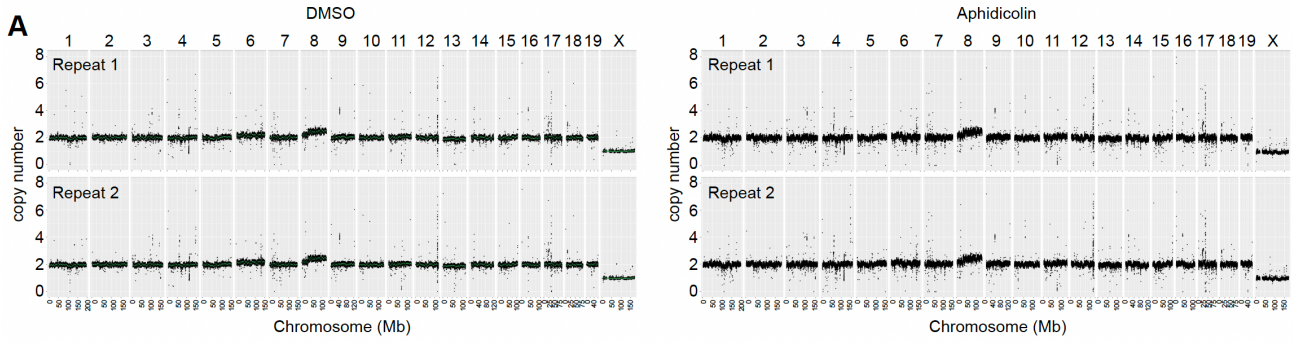

**Supplementary Figure 1. XRCC4/p53-deficient neural progenitor cell's genomes were mostly diploid.** The figure presents four ploidy plots for all autosomes and the X chromosome in samples treated with either the solvent control (DMSO) or aphidicolin. The Y-axis represents copy number, and the X-axis represents chromosome length in megabases.

## Supplementary Figure 2

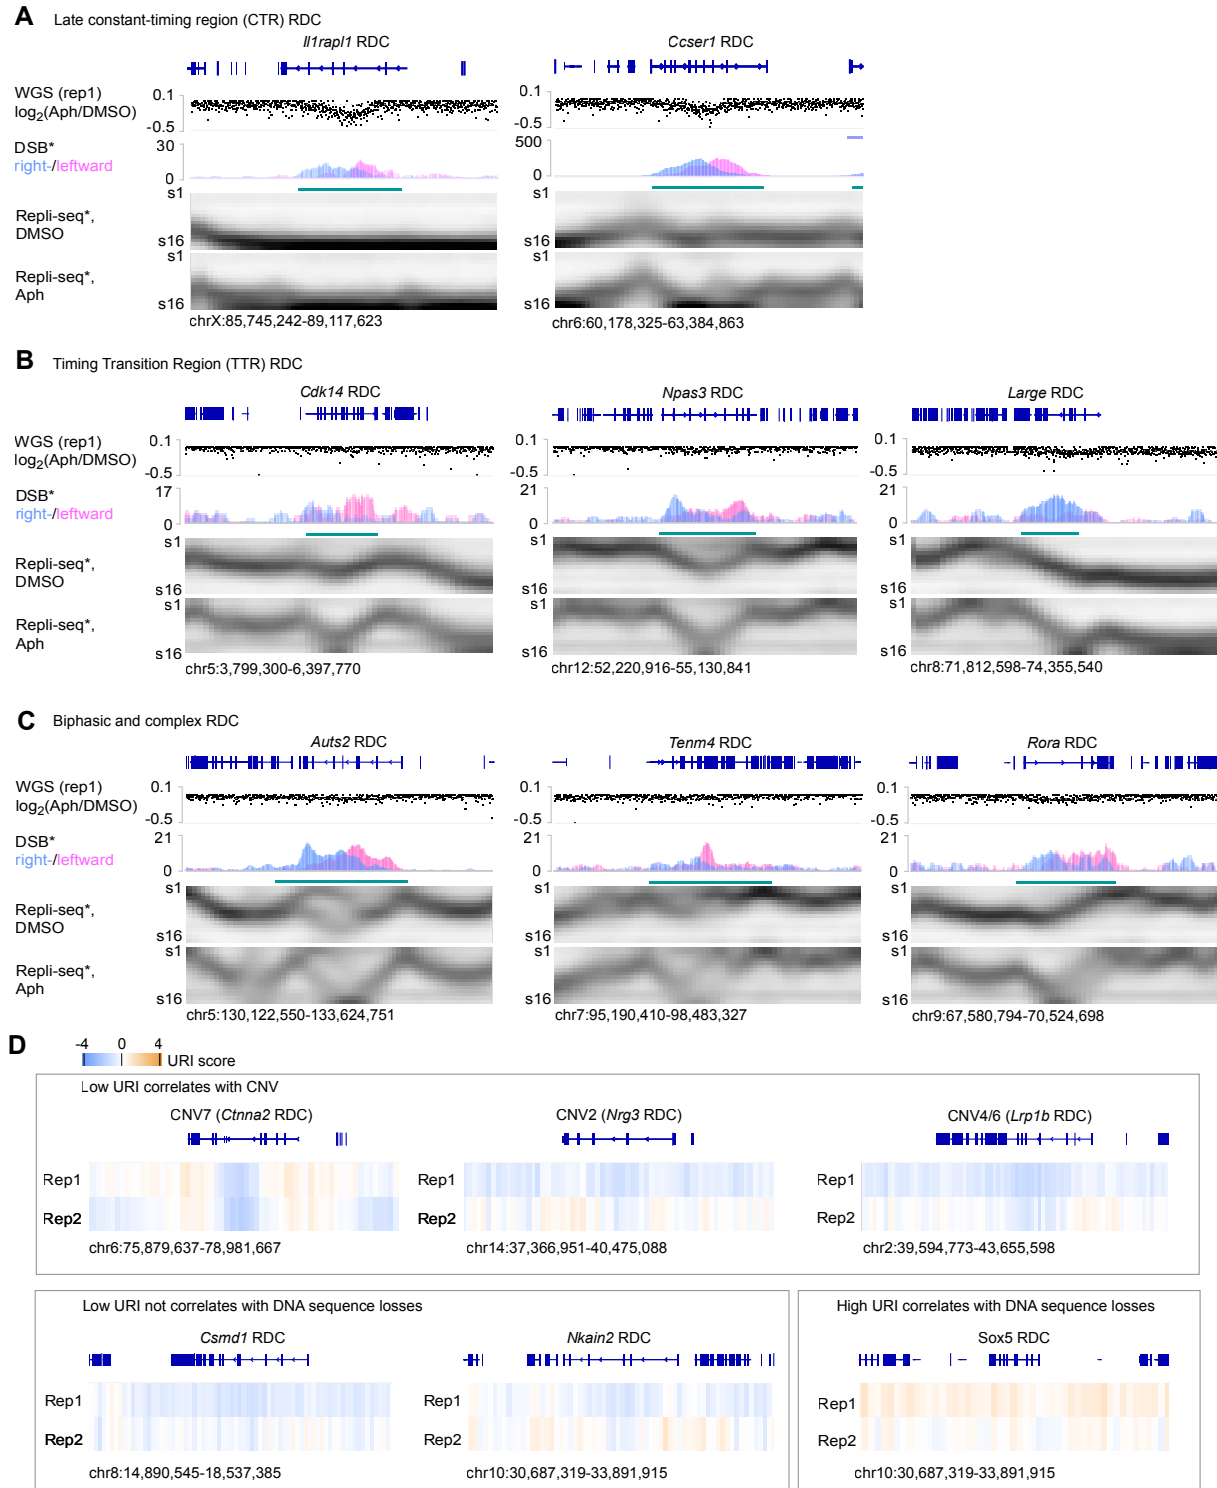

**Supplementary Figure 2. Aphidicolin-induced heterozygous deletions arise at a subset of late-replicating constant-timing RDC, continued.** (A) Two RDC locations exhibited significant DNA sequence losses near the Delly2 cutoff. (B) Three RDCs are located at the timing transition region (TTR). (C) Three RDCs are located at the biphasic replicating region. Tracks in Panel A-C are as in Fig. 2A. (D) Underreplication index (URI) and whole-genome sequencing log<sub>2</sub>(APH/DMSO) for six RDC-containing genomic regions. Four loci - *Cttna2*, *Lrp1b*, *Nrg3*, and *Csmd1* - exhibited low URI values and significant DNA sequence loss. At the *Sox5* locus, despite a high URI, a notable loss of DNA sequences was still

observed. In contrast, the *Nkain2* locus displayed a low URI without corresponding DNA sequence loss. The heatmap scale is shown above.

### Supplementary Figure 3

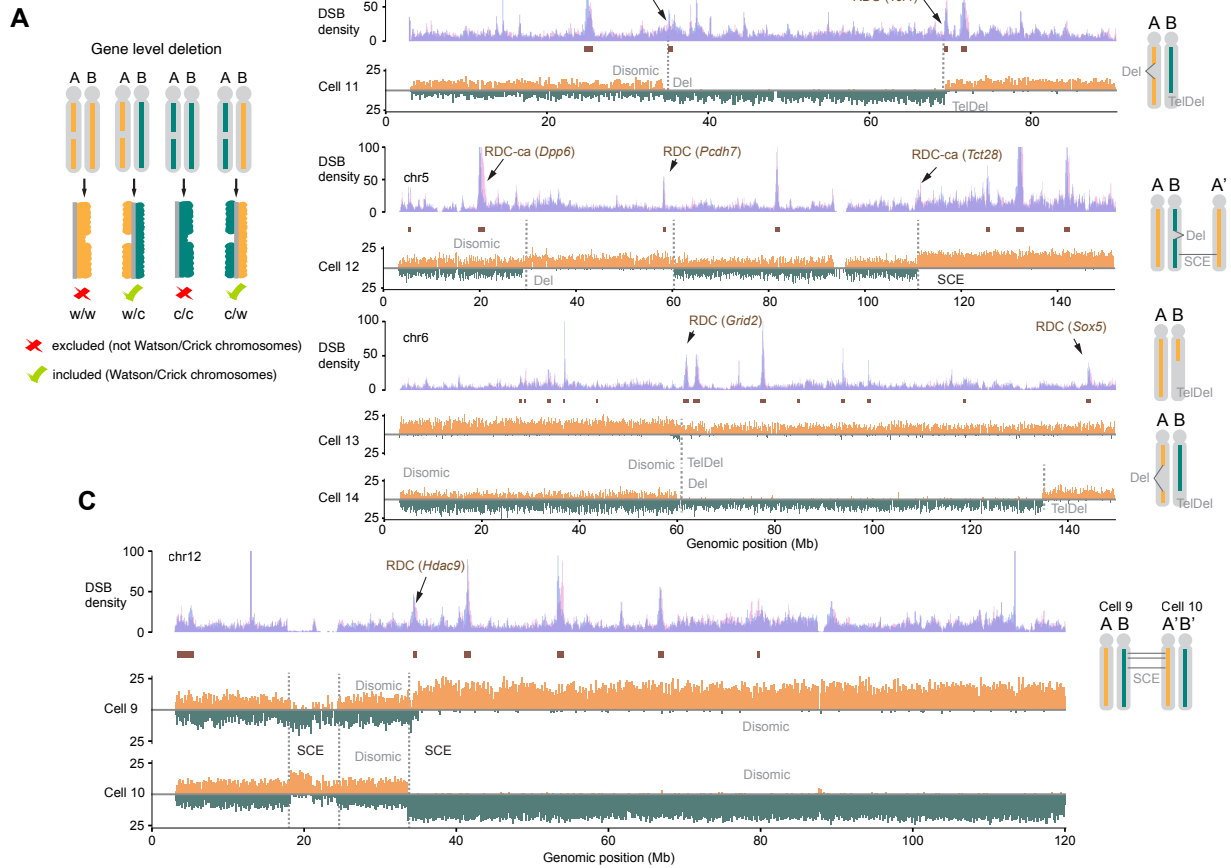

**Supplementary Figure 3. Strand-seq Detection Strategy for Gene-Level Deletions and Analysis of Inheritance Patterns** (A) Schematic illustrating the strategy for detecting gene-level deletions using Strand-seq. Detection is only possible in cells or chromosomal regions where both Watson and Crick orientations are inherited. In homozygous states (e.g., Watson-Watson), deletions on the missing strand cannot be distinguished. (B) Representative Strand-seq tracks displaying various structural alterations in single cells. RDC-ca: RDC candidates defined from prior investigation<sup>18</sup>. (C) Strand-seq profiles of chromosome 12 for two daughter cells (Cell 9 and Cell 10) derived from the same parental mitosis. The plots show mirrored Watson and Crick strand patterns, confirming a reciprocal Sister Chromatid Exchange (SCE) that occurred in the parental cell. Both daughters remain disomic across the exchange region, indicating the SCE event itself was balanced and did not result in copy number loss.

## Supplementary Figure 4

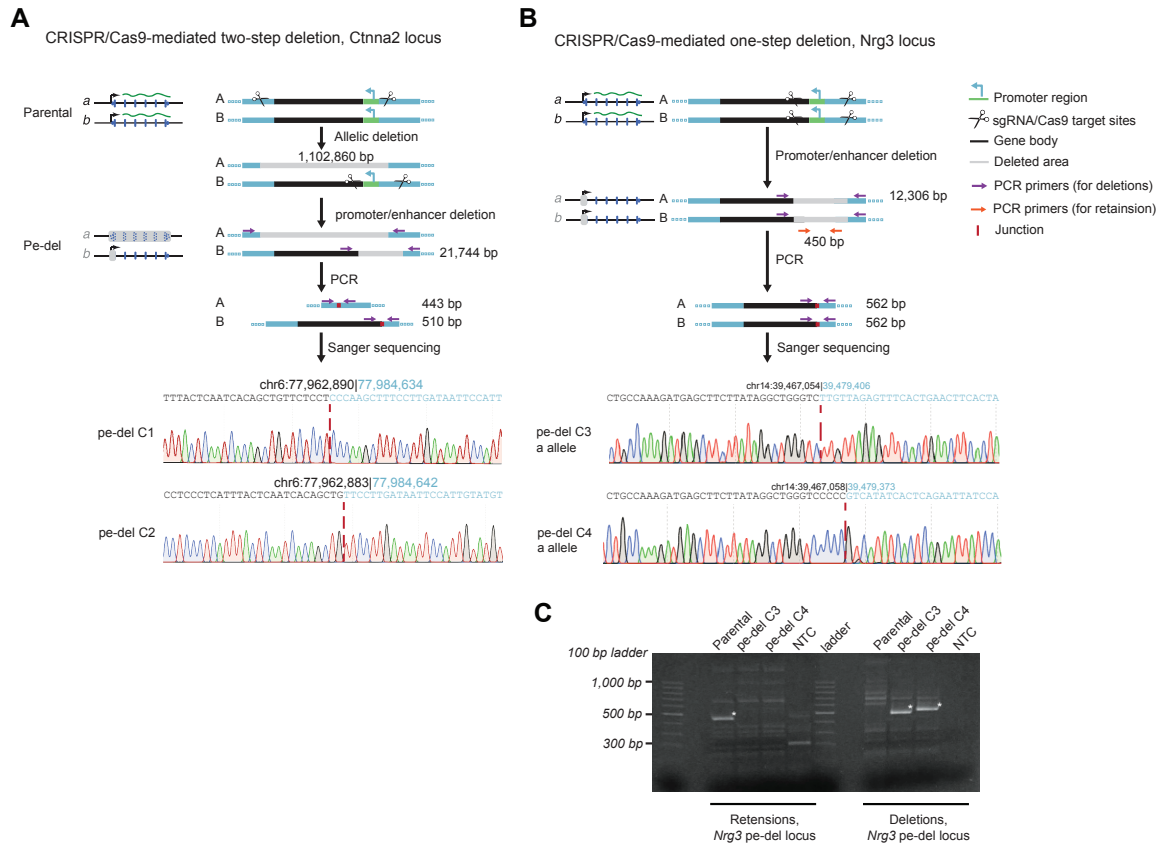

**Supplementary Figure 4. CRISPR/Cas9-mediated deletion strategies and validation for *Ctnna2* and *Nrg3* loci.** (A) Two-step deletion strategy at the *Ctnna2* locus. Schematic of CRISPR/Cas9-mediated allelic deletion (step 1, 1,102,860 bp) followed by promoter/enhancer deletion (step 2, 21,744 bp). Parental configuration (top) and promoter/enhancer deletion (Pe-del) configuration (middle) are shown, with sgRNA/Cas9 target sites indicated by scissors and deleted regions in black. PCR primers for deletion (purple) and retention (orange) assays are indicated, with expected amplicon sizes noted. Sanger sequencing traces from independent *Ctnna2* Pe-del clones (C1 and C2) show the junction sequences, with target coordinates (mm10) labeled and the deletion breakpoints indicated by red dashed lines. (B) One-step deletion strategy at the *Nrg3* locus. Schematic of CRISPR/Cas9-mediated promoter/enhancer deletion (12,306 bp) in a single step. PCR primers and expected amplicon sizes are indicated. Sanger sequencing traces from *Nrg3* Pe-del clones (C3 and C4) show deletion junctions, with mm10 coordinates and breakpoints indicated as in (A). (C) PCR genotyping of *Nrg3* Pe-del clones. Agarose gel electrophoresis showing amplicons for retention (left panel) and deletion (right panel) assays in parental, Pe-del clones (C3 and C4), and none-template controls (NTC). Expected band sizes correspond to schematics in (B). Asterisks indicate the expected PCR products. As Sanger sequencing detected only one junction in either the C3 or C4 clones, these results indicate that both clones harbor a deletion on either the a or b allele extending beyond the regions targeted by the deletion-specific primers. An uncropped image was uploaded as Source Data.

## Supplementary Figure 5

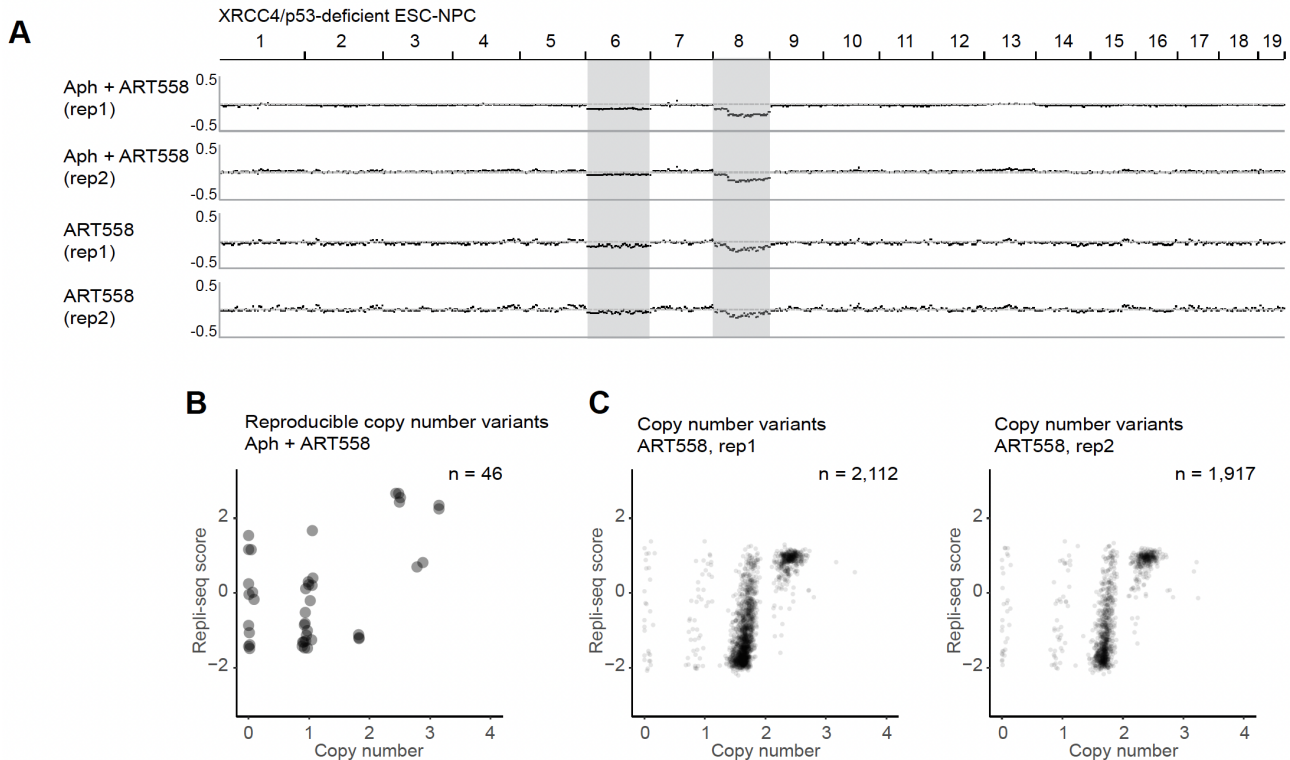

**Supplementary Fig. 5. Polθ inhibition promotes subclonal selection and alters DNA replication in XRCC4/p53-deficient neural progenitor cells.** (A) Whole-genome sequencing coverage ratios for all autosomes (chromosomes 1–19) across treatment conditions and experimental replicates. Binned sequencing coverage under each condition was normalized to the untreated control (DMSO) and plotted as  $\log_2$  ratios (y-axis). Two significant and reproducible copy-number losses were observed on chromosomes 6 and 8. The corresponding CNVs are annotated in Supplementary Data 1. (B) Scatter plot showing the relationship between copy number and replication timing for 46 reproducible CNVs identified outside chromosomes 6 and 8 in XRCC4/p53-deficient neural progenitor cells treated with aphidicolin and ART558. (C) Scatter plots showing copy number versus replication timing for significant CNVs identified in two independent experimental replicates under ART558-only treatment. The number of CNVs included in each plot is indicated. Source data are provided as a Source Data file.

## Supplementary Figure 6

**A**

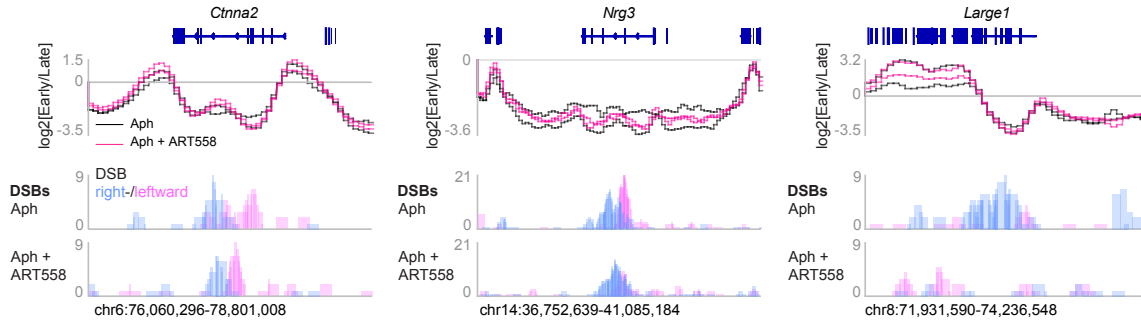

**B**

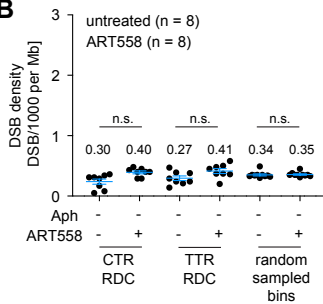

**C**

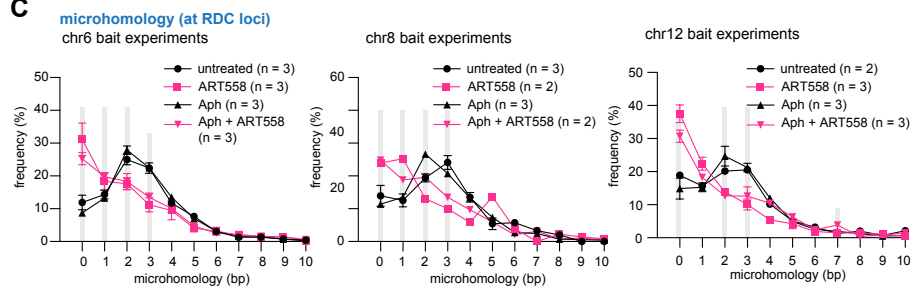

**D**

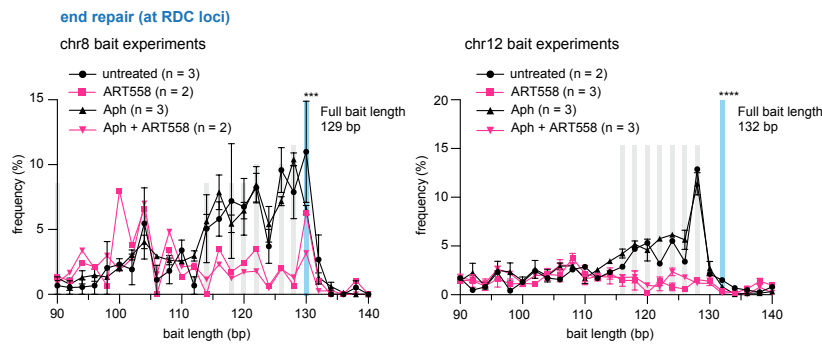

## Supplementary Figure 6. Pol $\theta$ inhibition re-wires the repair of replication-stress-induced DSBs. (A)

## Supplementary Figure 7

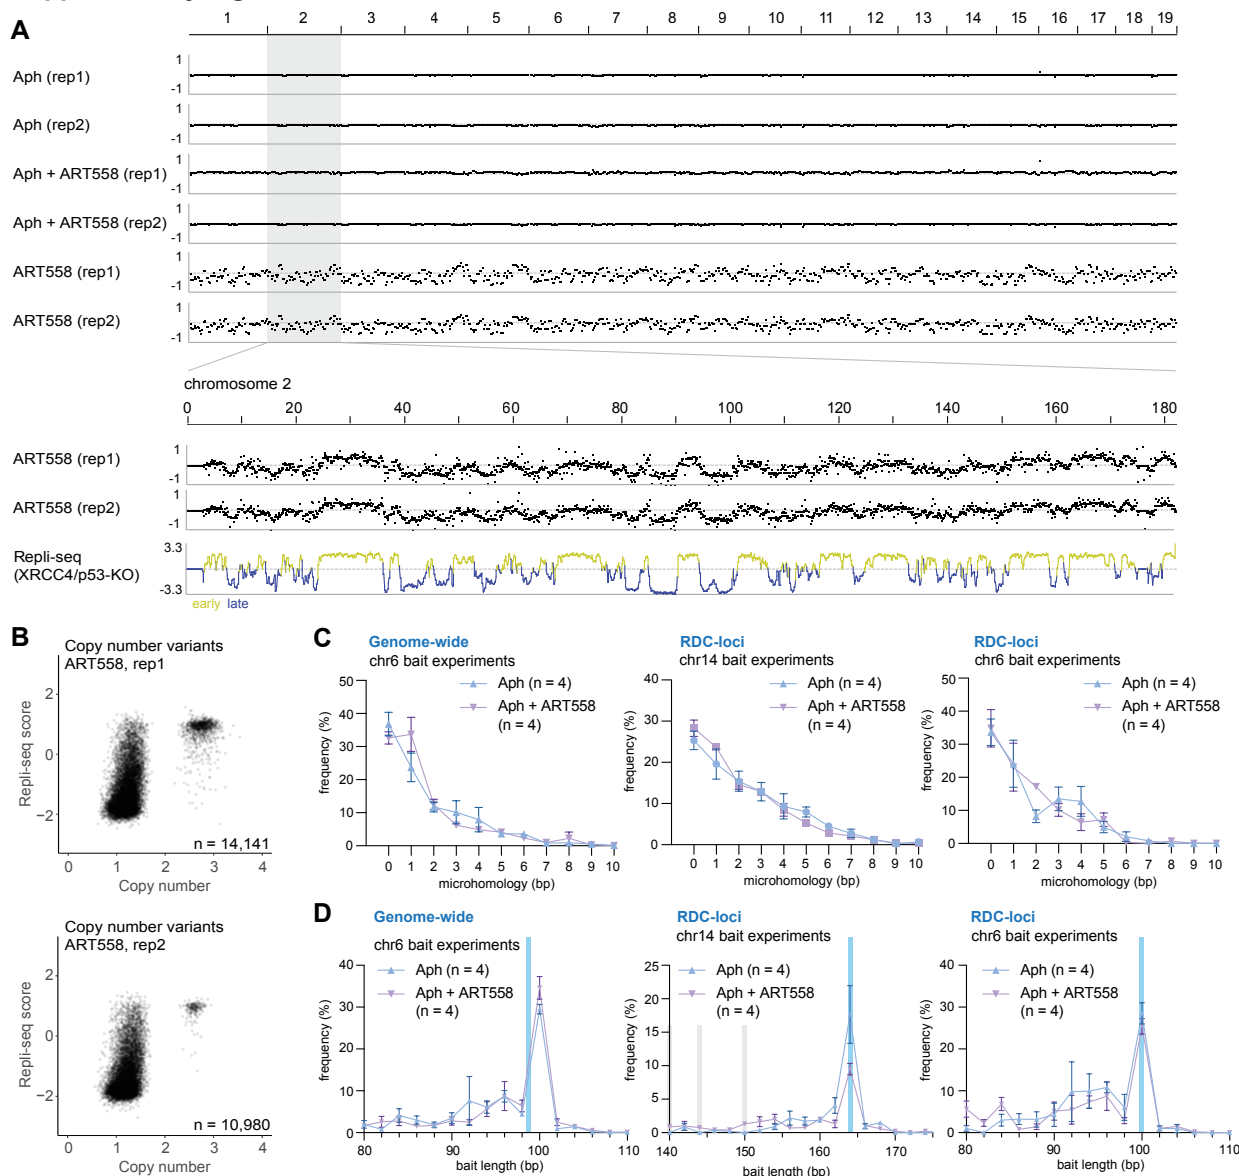

**Supplementary Figure 7. Pol  $\theta$  inhibition stalled DNA replication, while slightly enhancing direct joining in wild-type neural stem/progenitor cells.** **(A)** Top panels: Whole-genome sequencing coverage ratios for all autosomes (chromosomes 1–19) across treatment conditions and experimental replicates. Binned sequencing coverage under each condition was normalized to the untreated control (DMSO) and plotted as  $\log_2$  ratios (y-axis). Bottom panels: Genome browser view of chromosome 2, showing  $\log_2$  ratio of genome coverage in cells treated with ART558 alone, and a  $\log_2$  (early/late) Repli-seq value derived from untreated XRCC4/p53-deficient neural progenitor cells. **(B)** Scatter plots depicting the relationship between copy number and replication timing for significant CNVs detected in two independent ART558-only treatment replicates. The number of CNVs analyzed in each plot is indicated. Kendall's rank correlation,  $\tau = 0.33$  for rep1 and  $0.27$  for rep 2, both has P values smaller than  $2.2 \times 10^{-16}$ . **(C)** Microhomology frequency at genome-wide translocation junctions at chromosome 6 baits, and junctions at RDC-loci for chromosome 6 and 14 baits. The figures show mean (dots) and SEM (error bars). Bins showing significant differences between two treatments are highlighted in grey. Statistical significance was determined using a two-tailed t-test. **(D)** Distribution of recovered bait lengths in deletion-sector reads for

chromosome 6 and junctions at RDC-loci for chromosome 6 and 14 baits. An overview of bins 80 - 110 bp (chr6) and 140 - 170 bp (chr14) were shown. The figures show the mean (dots) and SEM (error bars). The total length of bait without end resection is marked by a light blue column (100 bp for the chr6 bait). Statistical significance was determined using a two-tailed t-test, and bins showing significant changes are highlighted in grey. Values for individual repeats are shown in Supplementary Tables 2-3; junction numbers analysed per experiment, and statistical significance per bin are shown in Supplementary Table 4. The number of independent biological replicates for each condition is indicated in the label annotation. Source data are provided as a Source Data file.

*Magi2 (partially in LAD)*

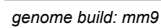

**In LADs**

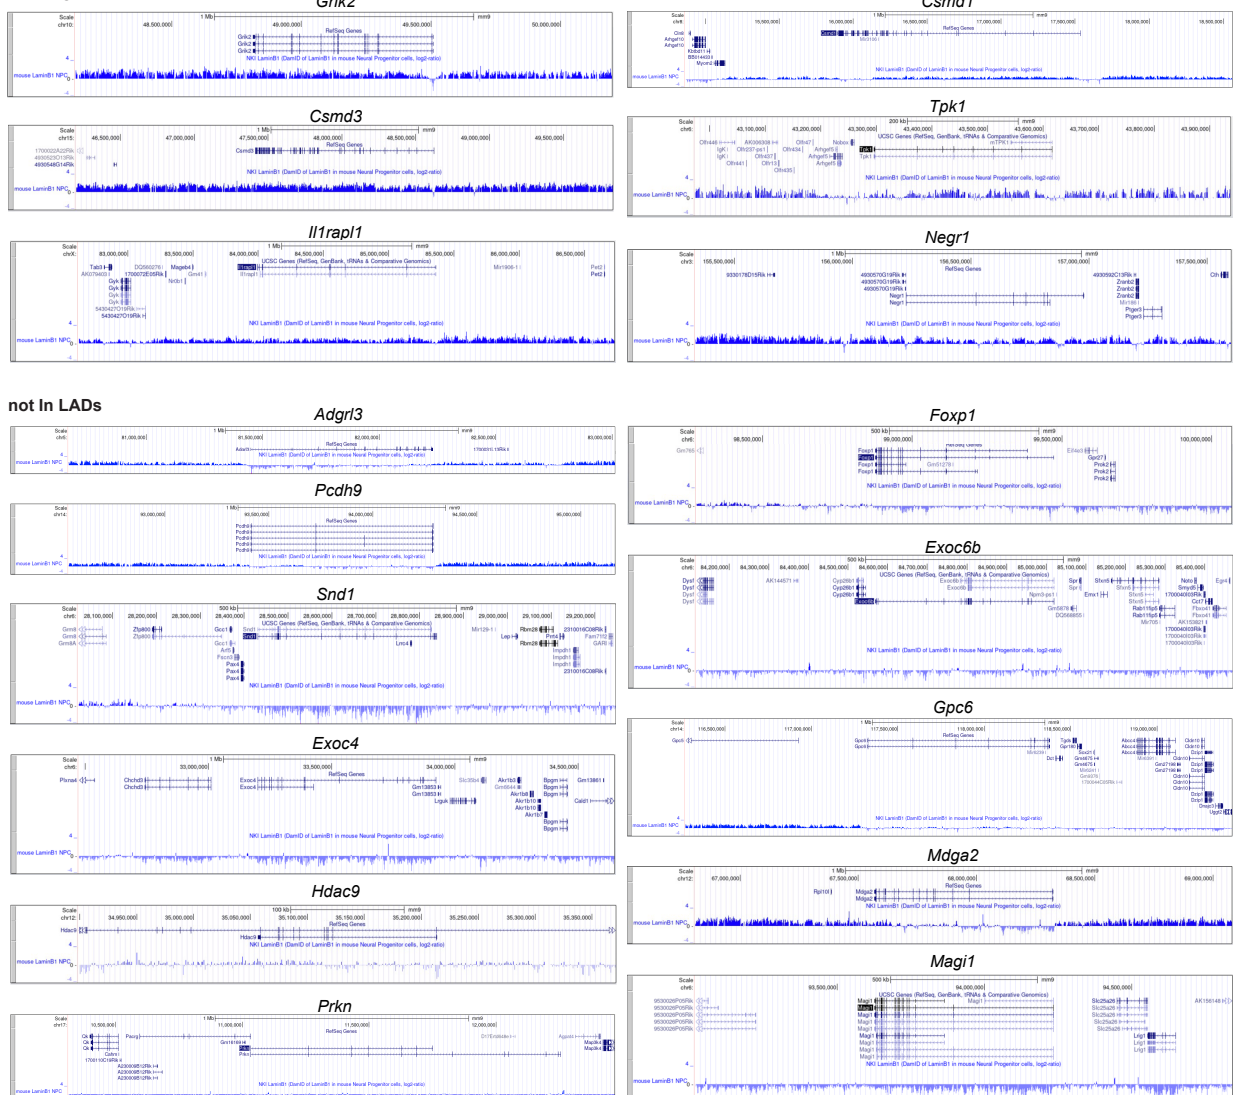

LADs. The UCSC Genome Browser tracks show annotated genes and CNV-containing regions. Lamin B1 DamID signals in mouse neural progenitor cells are plotted as log<sub>2</sub> ratios, with positive values indicating lamina association. **(B)** Genomic view of 16 representative late-replicating RDC-containing loci within (upper) or outside (lower) of LADs. Panels are shown as in (A). Lamin B1 DamID data were generated using an array-based approach and mapped to the mm9 genome assembly.

# Supplementary material for: Recurrent DNA break clusters drive replication-stress-induced copy number variants and genome diversification
**Source:** Nat Commun. 2026 Apr 20;17:3627. doi: 10.1038/s41467-026-71790-5
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

**File name:** Supplementary Data 1.

**Description:** This table provides the coordinates and copy numbers for significant CNV loci shown for Figs. 1, 4, 5, and 7. CHROM: chromosome, START: start of CNV, END: end of CNV, Copy Number APH: copy number in given CNV locus in cells treated with aphidicolin, ART558: copy number in given CNV locus in cells treated with ART558, or Aph+ART558: copy number in given CNV locus in cells treated with both agents. Gene: Gene overlap with CNV. pNPC: primary wild-type neural stem/progenitor cells. XP-KO: Xrcc4/p53-deficient neural progenitor cells.

**File name:** Supplementary Data 2.

**Description:** This table provides the copy number values shown for the Strand-seq results in Fig. 3. It contains the individual cells displaced in Fig. 3B and D, as well as breakpoints position related to the main result text.

**File name:** Supplementary Data 3.

**Description:** This table summarizes the frequency of microhomology (MH) usage reported in Figures 6, 7, S6 and S7. It presents joining junctions recovered either from genome-wide translocations or from translocations specifically targeting RDC loci. "Chr" denotes the chromosomal bait used in each experiment. MH (bp): microhomology in base-pairs, APH: aphidicolin, ART558: Pol  $\theta$  inhibitor, and untreated: cells without APH or ART558 treatment.

**File name:** Supplementary Data 4.

**Description:** This table summarizes the frequency of bait length (bp) for reads involving end-joining reported in Figures 6, 7, S6 and S7. It presents joining junctions recovered either from genome-wide translocations or from translocations specifically targeting RDC loci. "Chr" denotes the chromosomal bait used in each experiment. Blen (bp): bait length in base-pairs, APH: aphidicolin, ART558: Pol  $\theta$  inhibitor, and untreated: cells without APH or ART558 treatment.

**File name:** Supplementary Data 5.

**Description:** This table provides numbers of junctions analyzed for Figs. 6 and 7 experiments. It also contains statistical significance values for results shown for Figs. 6 and 7.

**File name:** Supplementary Data 6.

**Description:** This table provides information for reagents, oligonucleotides, and equipment used for this article. Vender, catalog number, and purposes of assay for each reagent were shown. All reagents are commercially available.

# Supplementary material for: Recurrent DNA break clusters drive replication-stress-induced copy number variants and genome diversification
**Source:** Nat Commun. 2026 Apr 20;17:3627. doi: 10.1038/s41467-026-71790-5
**Supplement:** Supplementary file 9 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                          |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | No software was used.                                                                                                                                    |
| Data analysis   | Processing pipelines are available on GitHub as cited in the manuscript: <a href="https://github.com/brainbreaks/">https://github.com/brainbreaks/</a> . |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

- All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:
- Accession codes, unique identifiers, or web links for publicly available datasets
  - A description of any restrictions on data availability
  - For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Data and code availability: WGS raw reads are deposited in the European Genome phenome Archive under accession PRJEB95922; LAM HTGTS and Repli seq datasets are deposited in GEO (GSE305347), and GRO seq in GEO (GSE305346). Raw Strand-seq data were deposited under EGA (PRJEB105360).

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

Reporting on race, ethnicity, or other socially relevant groupings

Population characteristics

Recruitment

Ethics oversight

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Two technical repeats were performed for whole genome sequencing of the parental cell lines, and two fraction Repli-seq. For LAM-HTGTS, three chromosomal baits (chr6, chr8, chr12) were used for Xrcc4/p53-deficient neural progenitor cells. We performed at least two technical repeats for each bait, per condition. For wild-type neural stem and progenitor cells, two chromosomal baits (chr6 and chr14) were used. We performed at least three biological repeats per bait per treatment condition.<br>Strand-seq experiments: No statistical methods were used to pre-determine sample size. Sample sizes were chosen based on technical feasibility and resource constraints to maximize the detection of rare structural variants, consistent with or exceeding standards in the field for single-cell DNA template strand sequencing. We generated a total of 167 high-quality single-cell libraries for analysis: n = 79 cells from the DMSO group and n = 88 cells from the Aphidicolin (Aph)-treated group. This sample size was sufficient to detect recurrent copy number losses and large-scale structural variants. |
| Data exclusions | LAM-HTGTS: For calculating DNA break densities, only DSB detected at the non-bait chromosome were subjected to statistical analyses and plotting. We excluded viewpoint-chromosome for analyses as the DSB recovery rate is biased enriched due to proximity. For calculating microhomology usage, only reads containing none (zero) or 1-10 microhomologies and reads outside of breaksite (+/- 1Mb) were considered for frequency calculation. For bait-length, reads outside of breaksite (+/- 1Mb) were considered for frequency calculation. For plotting Figure 3, reads on the bait chromosomes were used as the gene-of-interests locate on the bait chromosome.<br>For Strand-Seq, we excluded low quality single-cell libraries that showed very low or uneven coverage, or an excess of 'background reads' yielding noisy Strand-seq data prior to analysis.                                                                                                                                                                                                                                                                |
| Replication     | Data is derived from at least 2 technical repeats, all repeats were successful and where possible data used to perform statistical analysis.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Randomization   | Depending on cell treatments as described, samples were assigned to corresponding groups in the manuscript.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Blinding        | Blinding was not performed. All primary outcomes were based on sequencing data analyzed using standardized, automated computational pipelines with predefined parameters, minimizing subjective bias. No experiments involved subjective scoring or behavioral assessment requiring blinding.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input type="checkbox"/>            | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                    |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | We used anti-BrdU antibody to enrich nascent DNA and RNA. The antibody was purchased from Santa Cruz biotech, cat. no. sc-32323-ac.                                                                                                                                                                                                                |
| Validation      | This antibody is commercially available. Validation for the assay is provided online on the manufactures' websites. In addition, this antibody was used for a publication by Corazzi et al. to enrich nascent RNA and DNA ( <a href="https://www.nature.com/articles/s41467-024-47934-w">https://www.nature.com/articles/s41467-024-47934-w</a> ). |

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                      |                                                                                                                                                                                              |
|----------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | The original mouse Xrcc4/p53-deficient ES cells were described in Tena et al. ( <a href="https://doi.org/10.1073/pnas.1922299117">https://doi.org/10.1073/pnas.1922299117</a> ).             |
| Authentication                                                       | For derivatives of the original cells generated during this study the genotype was verified by PCR amplification.                                                                            |
| Mycoplasma contamination                                             | All cell lines were tested for Mycoplasma using the EZ-PCR Mycoplasma testing kit (Biological Industries). Negative results were confirmed by including a +(ve) control provided by the kit. |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | No commonly misidentified lines were used in this manuscript.                                                                                                                                |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                        |
|-------------------------|----------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Mus musculus (C57BL/6)                                                                                                                 |
| Wild animals            | not applicable.                                                                                                                        |
| Reporting on sex        | both sexes were used                                                                                                                   |
| Field-collected samples | not applicable.                                                                                                                        |
| Ethics oversight        | We retrieved wild-type embryos from the pregnant female at E17.5. All animal work was performed under institutional license [DKFZ381]. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

|                             |                 |
|-----------------------------|-----------------|
| Clinical trial registration | Not applicable. |
| Study protocol              | Not applicable. |
| Data collection             | Not applicable. |
| Outcomes                    | Not applicable. |

Plants

|                       |                 |
|-----------------------|-----------------|
| Seed stocks           | Not applicable. |
| Novel plant genotypes | Not applicable. |
| Authentication        | Not applicable. |

How the deposited data were processed for this re-analysis (not part of the article)

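LAM-HTGTS junctions were analysed from 60 libraries of 133 to 37027 junctions (median 7764). They cover parental Xrcc4/p53-deficient neural progenitor cells of the promoter/enhancer experiment, Xrcc4/p53-deficient cells with DMSO, ART558, aphidicolin or both, and wild-type neural stem and progenitor cells with aphidicolin or aphidicolin plus ART558. Whole-genome sequencing, GRO-seq and Repli-seq were not analysed here. The authors demultiplexed and trimmed the reads, aligned them to GRCm38/mm10 with Bowtie2 within the HTGTS pipeline and filtered the junctions. Each file lists the junctions with their coordinates and the positions of bait and prey in the read, without normalization. The file of 1 ART558 library with the chromosome 6 bait ends within a line, and its 5075 complete junctions were used.

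The junction tables were read with Python 3.11.15, NumPy 2.4.6 and pandas 2.3.3, tests used SciPy 1.17.1, figures were drawn with Matplotlib 3.10.9, and gene positions came from GENCODE M21. The guide of each bait was located in the genome, the strand was set by its PAM, and the primer start was checked against the most frequent start of the bait. Junctions on chromosomes 1 to 19, X and Y were counted, and 0 to 4.48% of a library's junctions lay elsewhere (median 0.224%). Repeated junctions of 1 position were kept, and first occurrences made up 62.4% to 98.0% of a library (median 92.5%). Since reads without molecular identifiers are not independent molecules, intervals of 95% (Wilson) cover counting error only.

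RDC positions and their CTR or TTR class were taken from the paper's supplement, which gives a name and a position but no extent. Windows of 1 Mb were centred on these positions, 1520 random windows of the same length were drawn outside RDCs (seed 7, and seed 11 as an alternative), and gene bodies were found for 105 of 107 RDCs. Junctions of the bait chromosome were left out of densities, except for the RDCs of Fig. 7D and for *Nrg3* in the promoter/enhancer experiment. Micro-homology covered 0 to 10 bp and junctions more than 1 Mb from the bait DSB, and insertions were counted apart. The named genes were those the paper names and the RDCs of Fig. 7D, and of the RDCs with at least 20 junctions those with the 3 lowest and 3 highest ratios. Some of these are not reported here.

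Samples were grouped by their labels. Libraries of the inhibitor experiment were chosen by matching the paper's replicate columns, so that 1 ART558 and 1 aphidicolin plus ART558 library were left out and 1 DMSO library was added. The first wild-type aphidicolin library with the chromosome 14 bait also matched no column, with a largest difference of 0.191 percentage points from the column of its number, and was kept because its group held no more libraries than the paper's. Groups were compared by two-sided exact permutation tests over libraries, within baits for shares, lengths and distances. RDCs were tested singly where they held at least 20 junctions, with Benjamini-Hochberg adjustment and a threshold of 0.05. Differences between genotypes were tested with 100000 permutations. Sequencing runs were read from the read names, which place the 60 libraries on 11 runs.

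The calling of RDCs was tested on simulated data. In 5 simulations with 20 RDCs each, set to 0.25 of their density at 10 times the depth, 83 of 100 were called, and at 0.5 of their density 69 of 100. At the real depth with 0.25 of the density, 4 of 389 unchanged RDCs were called. Alternatives set before the data were examined were windows of 0.5 Mb and 2 Mb, each position counted once, all labelled libraries, permutation within baits, no minimum number of junctions, a total without RDC junctions, insertions included, other distance limits, gene bodies as windows, medians, aligned bait lengths, all baits, a second draw of random windows, each library left out in turn, and replicate numbers as blocks. A total of all junctions, a total with unplaced sequences, junctions within 1 Mb included or alone, and a single sequencing run were added after seeing the data.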

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

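Tests of sequencing run, repeated reads, library size, counting error, the total behind the densities, the change of directly joined deletions and junctions outside the vicinity of the bait DSB were chosen only after the result was seen, as were the classes of junctions around the bait DSB. The other tests of micro-homology at deletions, of a shared change of all junctions near the bait, and of baits, random windows, bait-chromosome junctions and repeats behind single libraries were written before their values were seen.

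The share of junctions on chromosomes other than that of the bait, which the paper does not report, was 28.8% in aphidicolin and 55.8% in aphidicolin plus ART558 in Xrcc4/p53-deficient cells, a difference of 23.2 percentage points over baits (exact permutation p = 0.005), and 14.0% and 45.8% in DMSO and ART558. In wild-type cells the change was -3.79 points, and the change in wild-type cells less that in Xrcc4/p53-deficient cells was -26.96 points (permutation p = 0.00066, adjusted p = 0.00231). For ART558 against DMSO a sequencing run cannot account for it alone, since libraries within runs differed by 29.5 points. With aphidicolin, the shared run of the chromosome 6 bait gave 9.12 points on 1 aphidicolin library, and run and treatment cannot be told apart. Counting each junction once left 23.2 points (23.185). Libraries with the chromosome 8 bait and like numbers of junctions differed by 36.9 points, which argues against library size. If only junctions close to the bait DSB had been lost, the ratio of junctions on other chromosomes to those on the bait chromosome more than 1 Mb away would have stayed level, but it rose by 1.13 on the log2 scale (exact permutation p = 0.005). The authors' filters were not tested and stay open, and since no run holds both genotypes, run and genotype cannot be told apart. The same holds for cell source, which was ES cells for Xrcc4/p53-deficient cells and embryonic brains for wild-type cells. Junctions on the bait chromosome did not fall alike. In ART558 against DMSO, deletions under 200 bp rose by 7.90 points (exact permutation p = 0.001) and junctions on the bait chromosome more than 1 Mb away rose by 1.19 points (exact permutation p = 0.003), whereas with aphidicolin these shares changed by -0.357 points (exact permutation p = 0.795) and -1.55 points (exact permutation p = 0.02). A biological difference between the genotypes stays open.

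Deletions of 200 bp to 10 kb at the bait DSB made up 28.2% of junctions in aphidicolin and 4.76% in aphidicolin plus ART558, a change of -20.2 points over baits (exact permutation p = 0.005), and 48.5% and 12.6% in DMSO and ART558. They were 4.04% and 3.74% in wild-type cells, and the change in wild-type cells less that in Xrcc4/p53-deficient cells was 20.1 points (permutation p = 0.00312). ART558 against DMSO within sequencing runs gave -32.1 points, so runs do not account for that difference. With aphidicolin, the shared run of the chromosome 6 bait gave -10.8 points on 1 aphidicolin library, and run and treatment cannot be told apart. Each junction counted once gave -19.9 points, which argues against repeats. In 14 of 14 Xrcc4/p53-deficient libraries without ART558, direct joining was rarer in these deletions than in shorter ones, by a mean of -8.24 points. That may reflect joining through micro-homology, although the pattern also held in 7 of 7 wild-type aphidicolin libraries and 8 of 8 libraries with ART558 alone. If only micro-homology-mediated joining had been lost, there would be a stronger decrease of deletions with 2 or more bp than of those joined directly. In aphidicolin plus ART558 against aphidicolin the decrease was stronger, with a difference of -0.62 between the log2 changes (exact permutation p = 0.005), but deletions joined directly also decreased, with a log2 change of -2.29 (exact permutation p = 0.005), which a loss of micro-homology-mediated joining alone would not bring. In ART558 against DMSO the difference was 0.67, the other way. The authors' filters stay open.

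With ART558 in the presence of aphidicolin, direct joining changed by 10.3 points in Xrcc4/p53-deficient cells and by -1.85 points in wild-type cells, and 2 bp micro-homology by -5.47 and 0.914 points. For direct joining, the wild-type value averages 1.48 points with the chromosome 14 bait and -5.18 points with the chromosome 6 bait. The latter was -0.312 points without its first aphidicolin library, so the sign of the wild-type average rests on that library. The change in wild-type cells less that in Xrcc4/p53-deficient cells was -12.1 points for direct joining (permutation p = 0.00396) and 6.38 points for 2 bp (permutation p = 0.0015). Within sequencing runs, ART558 against DMSO gave 13.8 points for direct joining, and each junction counted once gave 10.0 points in aphidicolin (10.0441), which argues against runs as the cause without aphidicolin and against repeats. With aphidicolin, the shared run of the chromosome 6 bait gave 9.81 points on 1 aphidicolin library, and run and treatment cannot be told apart. What separates the genotypes stays open, because no run holds both and because they also differ in cell source. The Xrcc4/p53-deficient cells derive from ES cells, and the wild-type cells were isolated from embryonic brains.

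RDC density went down with ART558 in Xrcc4/p53-deficient cells and up in wild-type cells, a difference of 1.24 in log2 ratio (permutation p = 2e-05, the smallest possible). A change of the total would move RDCs and random windows alike, but in Xrcc4/p53-deficient cells CTR density relative to random windows changed by -0.95 on the log2 scale (exact permutation p = 0.00133), and the difference between genotypes was 1.32 on that measure (permutation p = 2e-05), so the total does not account for it. In aphidicolin alone, log2 CTR density over random windows was 1.51 in Xrcc4/p53-deficient cells but 0.115 in wild-type cells with the chromosome 14 bait. In wild-type cells, CTR density relative to random windows rose by 0.801 with the chromosome 14 bait (exact permutation p = 0.0286). With the chromosome 6 bait it changed by -0.00404 (exact permutation p = 0.971), and TTR density by 0.693 (exact permutation p = 0.457). Being shares, these values do not tell fewer junctions at RDCs from more junctions elsewhere. Within the sequencing run of the chromosome 6 bait the change was -0.211 JPTM on 1 aphidicolin library, too few to decide on runs, and run and treatment cannot be told apart. A biological difference between the genotypes stays open.

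The insertion share, which the paper does not report, rose by 3.86 points with ART558 in the presence of aphidicolin (exact permutation p = 0.02). Without the chromosome 6 aphidicolin library it rose by 1.84 points (exact permutation p = 0.08), and 3 other libraries left out singly also brought its exact permutation p to 0.05 or above. Each junction counted once gave 4.29 points, which argues against repeats. The share is taken over junctions more than 1 Mb from the bait DSB, so the 22.4 points among junctions within 1 Mb decide nothing about its rise. Over junctions on other chromosomes only it rose by 3.13 points (exact permutation p = 0.065), which leaves open a change in the classes of junctions it is taken over. The chromosome 6 bait alone has a run with both treatments, with 7.89 points on 1 aphidicolin library, so run and treatment cannot be told apart. In wild-type cells it changed by -0.720 points, and this change less that in Xrcc4/p53-deficient cells, -4.58 points, had a permutation p of 0.272.

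Single libraries lay far from the rest of their group in 4 of 79 groups, where chance gives about 1 in 20 groups, or 3.95. The chromosome 6 aphidicolin library had an insertion share of 19.1% against 10.1% to 13.4% in the others, with a lower counting limit of 18.1%, so counting error is too small. It has another bait than the others, and in 8 of 9 chromosome 6 libraries of the other treatments the share was also above every library of the other baits, which is consistent with a difference between baits. Random windows gave 0.367 JPTM in the third chromosome 6 library with aphidicolin plus ART558, against 0.401 to 0.417 in the others, with an upper counting limit of 0.384. With a second draw of windows it was 0.435, between the 0.418 and 0.453 of the others, so the draw of windows may account for it.

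Mean bait length was 74.0 bp in the third wild-type chromosome 6 library with aphidicolin plus ART558, against 85.5 to 87.8 bp in the others. The upper limit of 75.1 bp and the value of 72.1 bp with each junction counted once argue against counting error and repeats, and the authors' filters stay open. The second library of that group had a mean of 9.74 JPTM over the RDCs of Fig. 7D, on 37 junctions, against 2.26 to 3.42 in the others. Its lower limit of 6.86 and its value of 7.19 with each junction counted once argue against counting error and repeats. Over RDCs on other chromosomes it was 0.658 JPTM, below the 1.36 to 2.82 of the others, so junctions on the bait chromosome may account for the excess, while the test written beforehand had placed the value within the range of the others. For single libraries no biological explanation was tested.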

How the results depend on the processing

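The total of all junctions, a total with unplaced sequences, junctions within 1 Mb included or alone, and 1 sequencing run per bait, as well as the splits of the libraries, are tests chosen only after the result was seen, and the others were set beforehand. Of 161 values under the latter, 138 kept direction and side of the threshold, 12 were weaker, 4 stronger, 5 reversed and 2 moved. Under the added settings, 36 of 50 stayed, 2 were weaker, 3 stronger, 5 reversed and 4 moved.

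Per 1000 of all junctions, density with aphidicolin plus ART558 against aphidicolin in Xrcc4/p53-deficient cells reversed to 0.0467 JPTM at CTR and 0.0353 at TTR RDCs. ART558 against DMSO grew past the threshold to 0.133 at CTR RDCs, 0.151 at TTR RDCs and 0.133 at random windows, and the difference between genotypes was weaker at 0.298. The construction shows the cause, since the share of junctions on other chromosomes, the other total, rose with ART558, and random windows rose as well, by 0.116. Relative to random windows, density at CTR RDCs changed by -0.95 and at TTR RDCs by -0.87 on the log2 scale.

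Within 1 sequencing run per bait, the change with aphidicolin plus ART558 moved to -0.211 JPTM at CTR RDCs, -0.417 at TTR RDCs, 0.00987 at random windows and 7.89 points for insertions, where 1 aphidicolin library remains. ART558 against DMSO reversed to -0.00198 JPTM at random windows and was weaker for bait length at -14.8 bp, with fewer libraries.

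With replicate numbers as blocks, 9 of 26 values were weaker and 17 were not changed. They were -0.414 JPTM at CTR RDCs, -0.282 at TTR RDCs, 0.0315 at random windows, 10.2 points for direct joining, -5.40 for 2 bp, 13.8 for direct joining in RDC windows (exact permutation p = 0.0625 each), and 1.88 points for insertions, -14.5 bp and -17.9 bp for bait length (exact permutation p = 0.125 each). The pairing check gave no ground for blocks, as correlations over 1545 windows for 20 pairs ran from -0.0631 to 0.0739 (median -0.0103) and 0 exceeded 0.1. Blocks leave fewer regroupings, which raises the smallest possible p.

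Random windows drawn with a second seed gave 0.0140 JPTM for aphidicolin plus ART558, weaker, and -0.0123 for ART558 against DMSO, reversed. Labels permuted within baits gave 0.0260, weaker. With windows of 0.5 Mb, ART558 against DMSO was stronger at CTR RDCs at 0.140 and reversed at TTR RDCs at -0.000232. All labelled libraries reversed it at TTR RDCs (-0.0200) and random windows (-0.000691). The cause was not tested.

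The number of RDCs called was 0, with 24 at an exact permutation p under 0.05 before adjustment. It was 2 with windows of 2 Mb, *Erbb4* and *Auts2*, and 1 with all labelled libraries, *Auts2*. Per 1000 of all junctions it was 0, with 2 RDCs lower and 5 higher at an unadjusted exact permutation p under 0.05. Of 3003 possible splits of the libraries, 100 were drawn. With 0 calls in the real split, 100 of them had to give at least as many, so their calls decide nothing. At an unadjusted p under 0.05 the other splits gave a median of 4 RDCs and at most 16, against 24. The splits ignored baits, and with labels permuted within baits the real split gave 17. The simulation called more RDCs at 10 times the depth. Its counts held counting error alone, so it cannot say how far depth limits the calls here. RDCs on a bait chromosome also had fewer libraries, which raises their smallest possible p. Insertions on other chromosomes only were weaker at 3.13 points. In wild-type cells *Lsamp* was stronger with windows of 2 Mb (1.10) and each position counted once (1.93), as was the mean over the RDCs of Fig. 7D with the chromosome 14 bait (0.561). Each position counted once reversed the change of the chromosome 8 share to 0.0774 junctions per 1000, and junctions within 1 Mb only reversed direct joining with the wild-type chromosome 6 bait to 8.34 points and wild-type insertions to 0.00894 points. The cause was not tested.

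Leaving out 1 library at a time changed direction or side of the threshold for some results. ART558 against DMSO at random windows ran from -0.000109 to 0.0122 JPTM, negative without the second chromosome 8 ART558 library. The *Nrg3* distance ran from -6.41 to 199 kb, the insertion share from 1.84 to 4.89 points, bait length from -15.1 to -14.6 bp with aphidicolin and from -18.9 to -17.1 bp without, wild-type insertions from -2.32 to 1.35 points, wild-type bait length with the chromosome 6 bait from -3.05 to 1.54 bp, the chromosome 6 share from -1.65 to 4.18 junctions per 1000 and the chromosome 8 share from -1.22 to 1.61 junctions per 1000. The *Ctnna2* distance ran from 9.48 to 217 kb. For bait length the exact permutation p rises to 0.05 because fewer regroupings remain.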

Differences from the paper's values

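Settings that counted junctions within 1 Mb of the bait DSB, alone or included, are tests chosen only after the result was seen. With the chromosome 6 bait in aphidicolin, direct joining in Xrcc4/p53-deficient cells was 20.8% here in 1 library, against the paper's 13.27%. With insertions included, an alternative set before the data were examined, it was 16.6%, still above the paper's value, and the other alternatives did not close the gap either. The paper's value is the mean of 3 columns of 20.75%, 10.45% and 8.6%. The library analysed here matched the first of them, without insertions, and the libraries of the others were not analysed here.

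The numbers of junctions behind the micro-homology frequencies were 4640 here and the paper's 23008 with the Xrcc4/p53-deficient chromosome 6 bait in aphidicolin, where 1 of the paper's 3 columns was analysed here, and 5494 and the paper's 9959 with the chromosome 8 bait in aphidicolin. In wild-type cells with the chromosome 14 bait they were 9307 and the paper's 19038 in aphidicolin, and 12531 and the paper's 28067 in aphidicolin plus ART558. None of the alternatives set before the data were examined closed these gaps.

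For bait length the numbers with the Xrcc4/p53-deficient chromosome 12 bait were 9962 here and the paper's 20217 in DMSO, 14081 and the paper's 8601 in ART558, and 13563 and the paper's 26569 in aphidicolin. With the chromosome 8 bait in aphidicolin they were 6365 and the paper's 11921. In wild-type cells with the chromosome 14 bait they were 11454 and the paper's 22444 in aphidicolin, and 14892 and the paper's 32580 in aphidicolin plus ART558. None of the alternatives set before the data were examined closed these gaps. Of settings chosen after seeing the values, junctions within 1 Mb only gave 11577 for ART558 with the chromosome 12 bait. Junctions within 1 Mb included gave 30287 for aphidicolin with the chromosome 12 bait and 15818 for wild-type aphidicolin. These came nearer to the paper's numbers but did not equal them. The other gaps were not closed either.

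The paper states that captured DSBs at non-RDC bins were more numerous with both drugs than with ART558 alone, whereas here they were 0.404 ± 0.0163 and 0.413 ± 0.0263 JPTM, a difference that was not tested. It describes shorter distances between clusters at *Ctnna2* and *Nrg3*, which here had the same direction with exact permutation p of 0.72 and 0.63. It states a preference for 2 bp of micro-homology, whereas with the chromosome 12 bait direct joining was the most frequent here, at 28.5% against 18.6% in aphidicolin. These values rest on 2 libraries, matched to the paper's columns of 28.16% and 28.91% direct joining. The paper's remaining aphidicolin column for that bait has 11.52% and matched no library, so this difference may depend on which libraries were analysed. In DMSO, where each column of that bait was matched, direct joining was also the most frequent, at 23.7% against 19.1%.

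In wild-type cells the paper calls the increase at *Lsamp* significant, whereas here the exact permutation p was 0.0571. It reached 0.0286 with windows of 2 Mb or each position counted once, both set before the data were examined. The paper calls the increase significant for single RDCs, of which 1 of 14 with the chromosome 14 bait had an unadjusted exact permutation p under 0.05 here. The reduction of bait length, significant in the paper, had an exact permutation p of 0.257 with the chromosome 14 bait and 0.914 with the chromosome 6 bait, over junctions more than 1 Mb from the bait DSB, whereas Fig. 7G shows deletion-sector reads. Among junctions within 1 Mb only, chosen after seeing the values, the exact permutation p was 0.257 and 0.171.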

Other observations

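Tests of the junction classes around the bait DSB were chosen only after the result was seen, and those of chromosome shares outside RDC windows and of insertions were set beforehand. In Xrcc4/p53-deficient cells the share of junctions on chromosome 6 outside RDC windows changed by 0.935 junctions per 1000 with ART558 in aphidicolin (exact permutation p = 0.762) and that on chromosome 8 by -0.173 junctions per 1000 (exact permutation p = 0.976). Inverted junctions within 10 kb past the bait DSB changed by -3.49 points with aphidicolin plus ART558 against aphidicolin and by -6.24 points with ART558 against DMSO. In ART558 against DMSO, the share on chromosomes other than that of the bait changed by 30.6 points and deletions of 200 bp to 10 kb by -35.5 points (exact permutation p = 0.001 each). The insertion share with the chromosome 6 bait was 19.1% in aphidicolin and 27.0% in aphidicolin plus ART558, with chromosome 8 12.9% and 16.2%, and with chromosome 12 11.3% and 11.7%.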
